# Desmocollin-1 is associated with pro-metastatic phenotype of luminal A breast cancer cells and is modulated by parthenolide

**DOI:** 10.1186/s11658-023-00481-6

**Published:** 2023-08-24

**Authors:** Petr Lapcik, Petr Sulc, Lucia Janacova, Katerina Jilkova, David Potesil, Pavla Bouchalova, Petr Müller, Pavel Bouchal

**Keywords:** DIA, Proteomics, Pull-down, DSC1, Breast cancer, Metastasis

## Abstract

**Background:**

Desmocollin-1 (DSC1) is a desmosomal transmembrane glycoprotein that maintains cell-to-cell adhesion. DSC1 was previously associated with lymph node metastasis of luminal A breast tumors and was found to increase migration and invasion of MCF7 cells in vitro. Therefore, we focused on DSC1 role in cellular and molecular mechanisms in luminal A breast cancer and its possible therapeutic modulation.

**Methods:**

Western blotting was used to select potential inhibitor decreasing DSC1 protein level in MCF7 cell line. Using atomic force microscopy we evaluated effect of DSC1 overexpression and modulation on cell morphology. The LC–MS/MS analysis of total proteome on Orbitrap Lumos and RNA-Seq analysis of total transcriptome on Illumina NextSeq 500 were performed to study the molecular mechanisms associated with DSC1. Pull-down analysis with LC–MS/MS detection was carried out to uncover DSC1 protein interactome in MCF7 cells.

**Results:**

Analysis of DSC1 protein levels in response to selected inhibitors displays significant DSC1 downregulation (*p*-value ≤ 0.01) in MCF7 cells treated with NF-κB inhibitor parthenolide. Analysis of mechanic cell properties in response to DSC1 overexpression and parthenolide treatment using atomic force microscopy reveals that DSC1 overexpression reduces height of MCF7 cells and conversely, parthenolide decreases cell stiffness of MCF7 cells overexpressing DSC1. The LC–MS/MS total proteome analysis in data-independent acquisition mode shows a strong connection between DSC1 overexpression and increased levels of proteins LACRT and IGFBP5, increased expression of IGFBP5 is confirmed by RNA-Seq. Pathway analysis of proteomics data uncovers enrichment of proliferative MCM_BIOCARTA pathway including CDK2 and MCM2-7 after DSC1 overexpression. Parthenolide decreases expression of LACRT, IGFBP5 and MCM_BIOCARTA pathway specifically in DSC1 overexpressing cells. Pull-down assay identifies DSC1 interactions with cadherin family proteins including DSG2, CDH1, CDH3 and tyrosine kinase receptors HER2 and HER3; parthenolide modulates DSC1-HER3 interaction.

**Conclusions:**

Our systems biology data indicate that DSC1 is connected to mechanisms of cell cycle regulation in luminal A breast cancer cells, and can be effectively modulated by parthenolide.

**Graphical Abstract:**

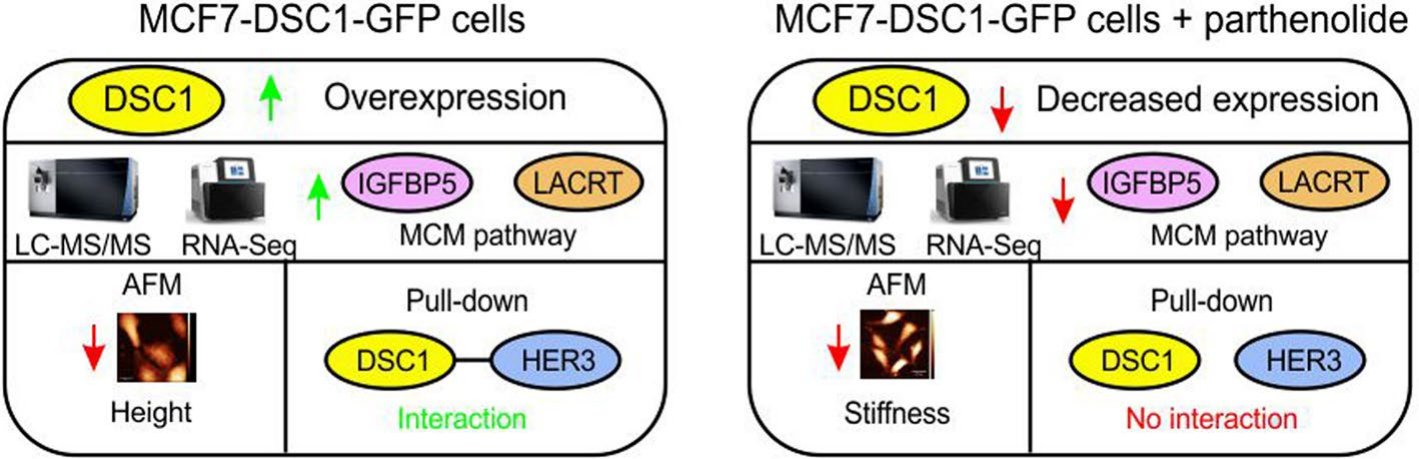

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s11658-023-00481-6.

## Introduction

Breast cancer represents the most prevalent and the most lethal cancer disease in the female population [1]. It is a heterogeneous disease that can be classified into intrinsic or molecular subtypes which differ in molecular profile, treatment strategy, response to treatment, and patient outcome [2]. These involve at least four molecular subtypes including luminal A, luminal B, HER2 + and triple negative [3, 4]. Generally, luminal A tumors that are the most prevalent and have the most favorable outcome express estrogen and progesterone receptors, do not express tyrosine-protein kinase erbB-2 (HER2/ERBB2) and show low levels of proliferation marker Ki-67 [5]. Although luminal B tumors also express hormonal receptors, these tumors can express HER2 and usually have higher proliferation potential associated with increased tumor aggressiveness [6]. On the other hand, HER2 + tumors lack hormonal receptors and overexpress HER2, whereas triple-negative tumors do not express any of these receptors. Both HER2 + and triple negative subtypes are associated with high grade and poor clinical prognosis [7]. For luminal A subtype, well established and effective treatment includes hormone therapy that targets estrogen and progesterone receptors and is based on tamoxifen or aromatase inhibitors [8, 9]. However, up to 16% of node-negative luminal A patients and up to a third of lymph node positive luminal A patients at the time of diagnosis develop distant metastasis [10, 11]. Moreover, about 20% to 30% of patients with estrogen receptor-positive tumors become resistant to the endocrine treatment [12]. Thus, development of more stratified approaches targeting the pro-metastatic mechanisms is of a high clinical need. For HER2 + subtype, trastuzumab treatment targeting HER2 receptor that is expressed on the surface of tumor cells, represents a prototype of a successful treatment that has reversed the prognosis of HER2 + patients to more favorable outcome.

In our previous study, we identified desmocollin-1 (DSC1) as a protein more abundant in more migrating population of MDA-MB-231 breast cancer cell line [13]. Subsequently, immunohistochemical analysis of 96 primary breast tumors revealed increased levels of DSC1 in lymph node positive luminal A tumors compared to their lymph node negative counterparts [13]. Increased levels of DSC1 were also observed in higher grade and HER2 + breast cancer subtypes and was associated with worse distant metastasis free survival in lymph node positive breast tumors [13]. Finally, DSC1 overexpression was associated with higher migration and invasiveness of MCF7 cells [13]. Generally, DSC1 is a transmembrane glycoprotein belonging to the cadherin family [14]. Cadherins participate in intercellular adhesion via desmosome formation and influence migration of cells [15], and potentially influence motility and invasion of tumor cells [16]. Based on these findings we hypothesize that DSC1 may play a role in metastasis of luminal A breast cancer and has a potential to serve as a therapeutic target. Here we aim at understanding the molecular role of DSC1 in breast cancer cells using proteomics [17] and RNA sequencing (RNA-Seq), analysis of its role in cell morphology, and at proposing the inhibitor that can modulate DSC1 protein levels and DSC1-related molecular mechanisms. Finally, we identify proteins interacting with DSC1 using pull-down assay and detect protein interactions targetable by DSC1 inhibition.

## Materials and methods

### Cultivation of cell lines

The MCF7 breast cancer cell line (ATCC, USA), stably transduced MCF7-DSC1-GFP line producing DSC1—Streptavidin-Binding Peptide—Green Fluorescent Protein (DSC1-SBP-GFP) fusion protein, and control MCF7-GFP line producing SBP-GFP fusion protein, both transduced lines prepared as described by Faktor et al. [13], were cultured in Dulbecco's Modified Eagle´s Medium (DMEM, Sigma-Aldrich, USA) supplemented with 10% fetal bovine serum (FBS, Sigma-Aldrich, USA) at 37 °C and 5% CO_2_ to approximately 80% confluency. Cells were washed with sterile 0.5% EDTA in 1 × phosphate buffered saline (1 × PBS; 0.137 M NaCl; 2.68 mM KCl; 1.47 mM KH_2_PO_4_; 6.45 mM Na_2_HPO_4_) during passaging, harvested using 0.125% trypsin solution (Sigma-Aldrich, USA) and resuspended in DMEM with 10% FBS. The growth medium was periodically evaluated for mycoplasma contamination.

For the inhibitor selection, 250,000 MCF7 cells for each condition were placed on three 6 cm plates in 4.5 ml complete DMEM media supplemented with 10% FBS. Cells were subsequently cultivated for 24 h prior the transient transfection.

For the atomic force microscopy (AFM) experiment, the 3 cm plates were coated with 1 ml of sterile poly-L-lysine solution in water for one hour and then the solution was aspirated off. Stably transduced MCF7-DSC1-GFP and control MFC7-GFP cells were counted using Bürker’s chamber and 80,000 cells were added to coated 3 cm plates. DMEM medium was filled to the total volume of 2 ml. Cells were further incubated with parthenolide at IC50 concentration or dimethyl sulfoxide (DMSO) for 24 h.

For the total proteome experiment, MCF7-DSC1-GFP cells and control MCF7-GFP cells were grown on 6-well plates as above in three biological replicates per condition. 300,000 cells were placed on the wells. After 24 h, cells were treated with parthenolide at IC50 concentration or DMSO and incubated for 24 h. Floating cells were stained using 0.4% trypan blue mixed 1:1 with cell suspension and counted using LUNA-II cell counter (Logos Biosystems, Inc.).

For the pull-down experiment, cell line MCF7-DSC1-GFP and control cell line MCF7-GFP were grown in three biological replicates, each replicate on three 15 cm plates to 70% confluency. Cells were further incubated with parthenolide at IC50 concentration or DMSO for 24 h.

For the RNA-Seq experiment, MCF7-DSC1-GFP and MCF7-GFP cells were cultured on 6 cm plates and were incubated with parthenolide at IC50 concentration or DMSO for 24 h. Cells were prepared in biological duplicates for each condition.

### Transient transfection of MCF7 cells

MCF7 cells were transiently transfected using pLenti6.3-rbs-DSC1-GWs-C-HA-IRES-GFP plasmid. Transfection solution was prepared in the volume of 500 μl/6 cm plate. The solution consisted of 4 μg plasmid DNA and 12 μl polyethylenimide, ratio 1:3 dissolved in DMEM medium without FBS in final volume of 500 μl. Solution was incubated for 15 min at RT. The solution was administered on plates with cells in the next step and incubated for 12 h at 37 °C and at 5% CO_2._ After 12 h DMEM medium was replaced with fresh DMEM. Transfection efficacy was checked using fluorescent microscopy.

### Selection of DSC1 inhibitor

Transiently transfected MCF7 cells were treated with inhibitors niclosamide (chemical purity 99.4%, Sigma-Aldrich), norcantharidine (chemical purity 99.5%, Sigma-Aldrich) and parthenolide (chemical purity 98%, Sigma-Aldrich) that were selected based on our previous study [11]. Each inhibitor was added to reach its IC50 concentration – 1.68 µM for niclosamide, 270.6 µM for norcantharidin and 12.8 µM for parthenolide. Control cells were treated with DMSO (Sigma-Aldrich). Cells were incubated for 24 h at 37 °C and 5% CO_2_. After incubation, significant number of cells lost its adherent state, hence growth media were centrifugated at 1000 × g for 5 min at RT. Adherent cells were washed 2 times with 1.5 ml 1 × PBS. Adherent and pelleted cells were harvested, pooled, and lysed in a buffer containing 250 mM Tris/HCl pH 6.8, 10% SDS, 30% glycerol, 5% β-mercaptoethanol and 0.02% bromophenol blue at 95 °C. Cell lysate was subsequently incubated at 95 °C for 10 min. Protein concentrations were determined using RC-DC protein assay kit (Bio-Rad, USA) according to manufacturer’s instructions.

### Western blot analysis

30 µg of a total protein was loaded on 10% separation and 5% concentration sodium dodecyl sulfate–polyacrylamide gel and electrophoretically separated as previously described [18]. Separated proteins were transferred onto a nitrocellulose blotting membrane BioTrace™ NT, pure Nitrocellulose, 0.22 μm (Pall Life Sciences, Mexico) in a blotting buffer (20% methanol, 0.19 M glycine, 24.8 mM Tris Base) at 100 V for 75 min. The efficiency of blotting was tested using Ponceau S solution (2.63 mM Ponceau S, 0.14 M sulfosalicylic acid, 0.18 M trichloroacetic acid). Membranes were blocked for 1 h in a 5% non-fat dried milk in 0.1% Tween + 1 × PBS. Next, rabbit polyclonal anti-DSC1 antibody (ab198904, Abcam, UK, dilution 1:1000) was used to detect DSC1. Primary antibody was diluted in a 5% non-fat dried milk in 0.1% Tween-20 + 1 × PBS. Mouse monoclonal anti-actin antibody clone AC-40 (A4700, Sigma-Aldrich, USA, dilution 1:1000) was used as a loading control. For detection of fusion proteins with SBP tag, anti-SBP antibody was used (MAB10764, Merck, USA, dilution 1:2000). Membranes were incubated overnight with primary antibodies at 4 °C and subsequently washed in 1 × PBS and 0.1% Tween + 1 × PBS both twice. Corresponding secondary antibodies conjugated with horseradish peroxidase were diluted in 5% non-fat dried milk in 0.1% Tween-20 + 1 × PBS to 1:1000 and incubated with membranes for 60 min at RT. Membranes were then washed again in PBS and 0.1% Tween + 1 × PBS both twice and incubated with freshly prepared enhanced chemiluminescence (ECL) solution composed from solution A (10 mM luminol, 0.5 mM EDTA, 405 μM coumaric acid, 200 mM Tris pH 9.4) and solution B (0.5 mM EDTA, 8 mM sodium perborate tetrahydrate, 50 mM sodium acetate pH 5) mixed in 1:1 ratio. ECL solution was removed after 5 min incubation and chemiluminiscence was detected on a Fusion Fx Spectra (Vilber Lourmat, France). Semiquantitative analysis of the signals was performed using QuantityOne 4.6 software (Bio-Rad, USA) with signal comparison of DSC1 to actin in Microsoft Excel using Student *t*-test, results were visualized in GraphPad Prism 8.4.3. As the best performing inhibitor, parthenolide was selected for the following experiments.

### Atomic force microscopy

After the growth medium replacement, cells were analyzed with AFM microscope Nano Wizard 3 (JPK Instruments, Germany) using AFM probe HYDRA-ALL (force mapping, contact mode, set point 100 nm; AppNano, USA) with tip in shape of tetrahedral pyramid. Data were evaluated in JPK Data Processing 5 software and Gwyddion 2.46 and afterwards illustrated by boxplots in GraphPad Prism 8.4.3 comparing the cell stiffness and cell height of the stably transduced MCF7-DSC1-GFP and MCF7-GFP treated with either parthenolide or DMSO. Statistical significance of the differences between these two cell lines in cell stiffness and cell height was calculated in GraphPad Prism 8.4.3 using a two-tailed Student *t*-test for normal data layout (*p* = 0.05).

### Sample preparation for total proteome analysis

During cell harvesting, DMEM media containing floating cells was removed and wells were washed twice with 1 × PBS, which was then added to the removed media and centrifuged at 1000 × *g*, 4 °C for 5 min. Supernatant was removed and pellet was resuspended in 1 × PBS. 1 × PBS was added to adherent cells in wells, which were scraped and pooled with cells from media. Cells were centrifuged at 1000 × *g*, 4 °C for 5 min. Lysis buffer (6 M guanidine hydrochloride, 0.1 M Na-phosphate, pH 6.6, 1% Triton X-100) was added to the wells to lyse the rest of unscraped cells to maintain the highest yield. This “conditioned” lysis buffer was used to lyse the pellets containing originally floating cells and cells scraped in 1 × PBS. Finally, samples were subsequently sonicated using HD 2200 (Bandelin, Germany) 30 × 0.1 s with power 50 W and after 30 s pause again 30 × 0.1 s with power 50 W. Cells were kept on ice during the sonication. Next, samples were incubated for 75 min at RT and centrifuged for 20 min at 4 °C and 14,000 × *g*. After centrifugation, supernatant was collected. Protein concentration was determined using RC-DC Protein Assay kit (Bio-Rad, USA).

### Pull-down assay

Growth medium was removed, cells were placed on ice and washed with ice cold 1 × PBS three times. Cells were than washed with 2 × concentrated Complete™, EDTA-free Protease Inhibitor Cocktail (Roche, Switzerland) in 1 × PBS. Another 2 × protease inhibitor cocktail was added, cells were scraped and centrifuged for 5 min at 1000 × *g*, 4 °C. Supernatant was removed and pelleted cells were stored at − 80 °C. Cell pellets placed on ice were resuspended in 1 ml HNN-lysis buffer (0.5% NP40, 0.2 M Na_3_VO_4_, 1 mM PMSF, 1 × Complete™, EDTA-free Protease Inhibitor Cocktail (Roche, Switzerland), 1.2 µM avidine). Cell suspension was incubated for 10 min on ice and centrifuged for 20 min at 13,000 ×* g*, 4 °C. During centrifugation, Micro BioSpin® 6 Columns (BioRad, USA) were equilibrated using 250 µl HNN-lysis buffer. 100 μl High Capacity Streptavidin Agarose Resin (Thermo Fisher Scientific, USA) was resuspended in 750 μl HNN-lysis buffer. Supernatants from samples were mixed with 200 μl streptavidin beads per sample. Samples were incubated on a rotation wheel for 15 min at 4 °C. Samples were subsequently transferred on equilibrated columns and washed twice with 1 ml HNN-lysis buffer and three-times with 1 ml HNN-buffer (50 mM HEPES pH 7.5, 150 mM NaCl, 50 mM NaF) without protease inhibitors and detergents. All washing steps were performed using gravity flow. Samples were finally eluted using 200 μl 2.5 mM biotin solution in HNN-buffer without protease inhibitors and detergents. Elution step was performed three times.

### Protein digestion and peptide desalting

Protein samples for total proteome and pull-down analysis were submitted to trypsin digestion using Filter-Aided Sample Preparation (FASP) method [19] and desalted as previously described [20]. Briefly, 100 µg of protein per total proteome sample or the whole pull-down eluates were transferred to the Microcon filter device, cut-off 30 kDa (Millipore, Germany) with 8 M urea in 0.1 M Tris/HCl, pH 8.5, reduced by tris(2-carboxyethyl)phosphine), alkylated using iodoacetamide, digested overnight by trypsin (Promega, USA) in the ratio 1:30, and resulting peptides were desalted on MicroSpin columns C18 (Nest Group, USA). Desalted peptides were dried in SpeedVac concentrator and stored at − 20 °C.

### LC–MS/MS measurement

The dried peptides were solubilized using 50 µl of 2.5% formic acid (FA) in 50% acetonitrile (ACN), then 100 µl of pure ACN was added and the samples were concentrated using SpeedVac concentrator (Thermo Fisher Scientific) to 20 µl. Finally, the concentrated samples were diluted into LC–MS vials to get peptide concentration of 0.8 µg/µl with addition of 1 µl 0.01% of polyethylene glycol (BioUltra, 20,000, Sigma-Aldrich) [21] in water, 1 µl of stock iRT peptides standard (Biognosys), 2 µl of 5% FA and filled into 10 µl by MilliQ water (Merck). Two µg of peptides mixture was injected for each sample.

Liquid chromatography-tandem mass spectrometry (LC–MS/MS) analyses were done using RSLCnano system online connected to Orbitrap Fusion™ Lumos™ tribrid mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA). Prior to LC separation, tryptic digests were online concentrated and desalted using trapping column (100 μm × 30 mm) filled with 3.5-μm X-Bridge BEH 130 C18 sorbent (Waters, Milford, MA, USA). After washing of trapping column with 0.1% FA, the peptides were eluted from the trapping column onto analytical Acclaim Pepmap100 C18 column (3 µm particles, 75 μm × 500 mm; Thermo Fisher Scientific, Waltham, MA, USA) by the following gradient program (mobile phase A: 0.1% FA in water; mobile phase B: 0.1% FA in 80% ACN; flow 300 nl/min): the gradient elution started at 5% of mobile phase B and began increase in the 5th min to 37% during the 109 min, then reached to 80% of mobile phase B in the next 6 min and remained at this state for the last 10 min. Equilibration of the trapping column and the analytical column was done prior to sample injection to sample loop. The analytical column outlet was directly connected to the Digital PicoView 550 (New Objective) ion source. Active Background Ion Reduction Device (ESI Source Solutions) was installed. MS data were acquired in a data-independent acquisition (DIA) mode.

Orbitrap analyzer and quadrupole mass filter were employed for survey scan detection (350–1650 m/z). The MS scan resolution was 120,000 (at 200 m/z) with a target value of 2 × 10^5^ ions and maximum injection time of 100 ms. After the MS scan, defined m/z segments were isolated by quadrupole mass filter and higher-energy collisional dissociation (HCD) fragmentation was done with a target value of 5 × 10^5^ ions. MS/MS spectra after HCD fragmentation (default charge state is 2 and 28% collision energy) were recorded in Orbitrap with a resolution of 30,000 (at 200 m/z) in scan range of 200–1800 m/z. The maximum injection time for MS/MS was 50 ms.

### Mass spectrometry data processing

DIA data were analyzed in Spectronaut software (Biognosys) version 13.6 for total proteome experiment and 13.9 for pull-down experiment, both in directDIA mode. UniProt/SwissProt database version 2019_07 downloaded on 2019-09-16 limited to human entries containing 20,431 sequences was used for database searches. Carbamidomethylation (C) was used as fixed modification, oxidation (M) and acetylation (protein N-term) were used as variable modifications. *q*-value at both precursor and protein levels were set to 0.01. For the total proteome experiment, data based on *q*-value 0.25 percentile (identified in 3 of 12 total runs) were involved in the final dataset. For the pull-down analysis, data based on *q*-value 0.33 percentile (identified in 3 of 9 total runs) were involved in the final dataset. Analysis of differential protein abundance was performed using *t*-test implemented in Spectronaut with false discovery rate correction. Default settings were used for other parameters.

### Sample preparation for transcriptomics analysis

The cells were washed two times with cold 1 × PBS on ice. The cells were harvested by adding 500 µl of 1 × PBS and scraping by a cell scraper, transferred to an Eppendorf tube, and stored on ice. After centrifuging (1000 × *g*, 4 °C, 5 min), the supernatant was aspirated and 360 µl of TRI reagent was added to the pelleted cells. Total RNA was isolated according to TRI reagent protocol (T9424, Sigma-Aldrich) and its concentration was determined using Qubit RNA BR assay kit (Q10210, Thermo Fisher Scientific) and RNA integrity and quality (cut-off > 8.0) using Qubit RNA IQ Assay Kit (Q33221, Thermo Fisher Scientific). 240 ng of total RNA at 20 ng/µl was used in RNA-Seq analysis. Samples were stored at − 80 °C.

### RNA-Seq analysis

The TruSeq Stranded Total RNA LT Sample Prep Kit (Illumina) was used to convert 0.5 mg of total RNA into a library of template molecules. Library was validated using Bioanalyzer (DNA 1000 Kit, Agilent) and quantified according to manufacturer instructions by qPCR (KAPA Library Quantification Kit Illumina platforms, Kapa Biosystems) using Quant studio (QuantStudio 5, Thermo Fisher Scientific). Samples were sequenced using NextSeq 500 (Illumina).

### RNA-Seq data processing

For RNA-seq, the raw reads were filtered to remove the adaptors and low-quality bases using Trimmomatic (v0.36) with Truseq2 s well as any reads that were shorter than 65 bases. Filtered reads were aligned to the human genome (Homo_sapiens.GRCh38.dna.primary_assembly) using STAR (v2.5.2b) in end-to-end mode to scan splice junctions. Then the counts in exon genomic features were calculated subread (v1.5.2). Differential expression analysis was performed in R 3.5.3 under the Deseq2 package version 1.22.2.

### Gene set enrichment analysis

Gene set enrichment analysis (GSEA) in GSEA Java desktop application [22] version 4.3.2 was conducted using the list of all quantified proteins from total proteome analysis pre-ranked according to the negative log2 of the *q*-value and the sign of the log2 FC to identify enriched pathways, with a priori defined pathways from BioCarta database. Minimal size of a gene set was adjusted to 10, otherwise default settings were used.

GSEA analysis of pull-down data was performed with minimal gene set size set to 2 and with use of Gene Ontology Biological Process (GOBP) database. False positive and false negative interacting partners (i) with log2 FC > 0 in pull-down and simultaneously log2 FC > 0 and *q*-value < 0.05 in total proteome analysis, or (ii) with log2 FC < 0 in pull-down and simultaneously log2 FC < 0 and *q*-value < 0.05 in total proteome analysis, were excluded from the pull-down GSEA analysis.

GSEA analysis of the RNA-Seq data was performed with the same settings as in the total proteome experiment for all quantified protein-coding transcripts with use of the BioCarta database.

## Results

### NF-κB inhibitor parthenolide modulates DSC1 expression

In the present study, we tested nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) inhibitor parthenolide, cyclin-dependent kinase 2 (Cdk2) inhibitor norcantharidin and NF-κB inhibitor niclosamide to identify inhibitor decreasing protein levels of DSC1. Inhibitor experiments were performed in MCF7 cell line transiently transfected with a vector carrying *DSC1* gene and control cells. Significant decrease of both longer (Fig. 1A, *p*-value < 0.01) and shorter isoform (Fig. 1B, *p*-value < 0.01) of DSC1 protein were found in cells treated with parthenolide compared to the control, other inhibitors did not exhibit any effect (Fig. 1A, B, Additional file 1: Fig. S1 and Table S1). These results suggest that parthenolide has a significant downregulating effect on DSC1 protein levels and that DSC1 is sensitive to potential anti-metastatic inhibitors in luminal breast cancer cells.

**Fig. 1:**
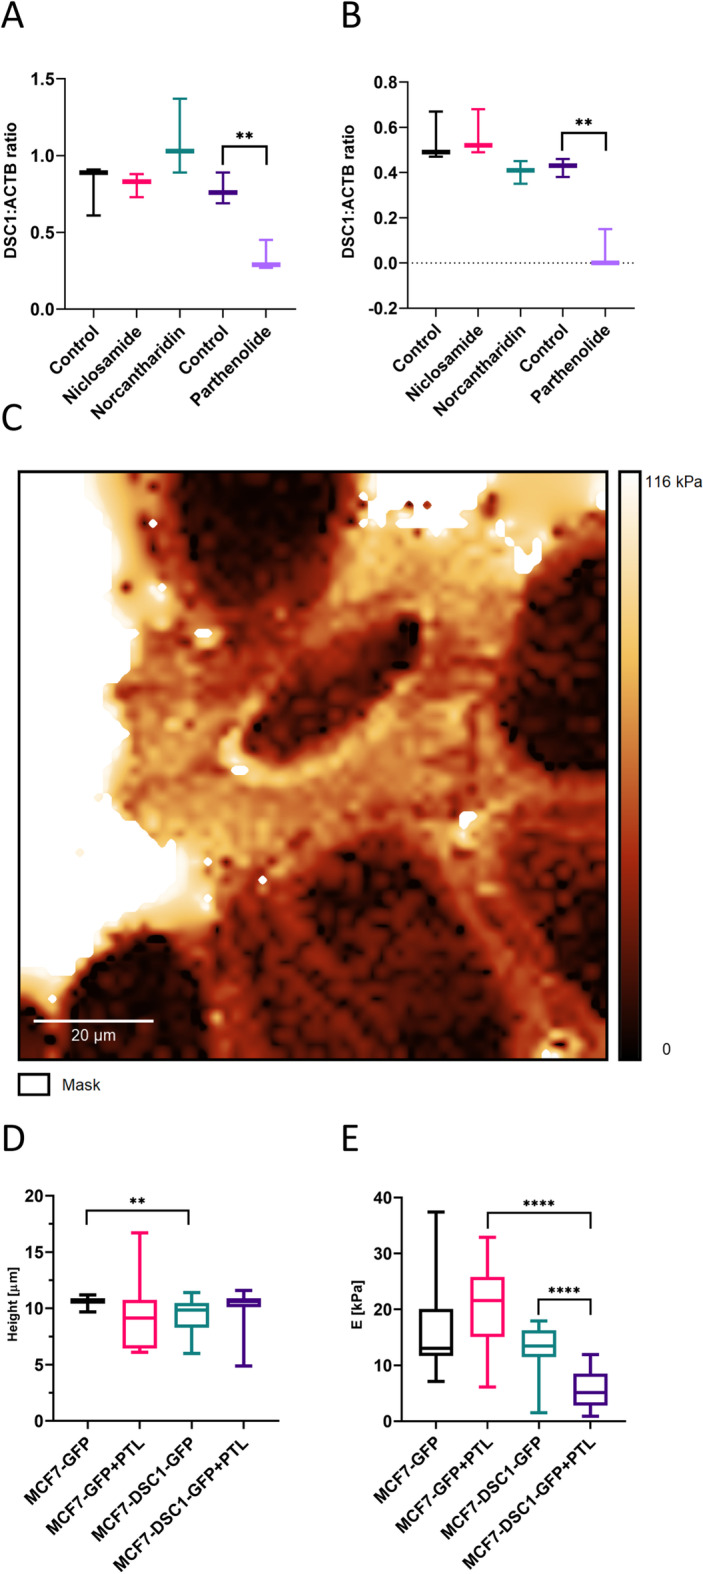
Statistical evaluation of semiquantitative analysis of inhibitor effects on DSC1 **A** preprotein **B** active protein levels. AFM was used to measure stiffness and height of MCF7-DSC1-GFP and control MCF7-GFP cell line (**C**). Comparison of **D** height and **E** stiffness of cells MCF7-DSC1-GFP and MCF7-GFP treated with parthenolide (PTL) and control cells. **p-value < 0.01, ****p-value < 0.0001

### Parthenolide decreases stiffness of MCF7 cells specifically overexpressing DSC1

Based on the above findings, we investigated whether parthenolide is effective in functional experiments on both cellular and molecular level. Cell stiffness and height of the stably transduced MCF7-DSC1-GFP cell line were compared to MCF7-GFP cells using AFM (Fig. 1C). Both cell lines were treated with either parthenolide or DMSO as a control. Height of MCF7-DSC1-GFP cells was significantly (*p*-value = 5.66E−3) lower compared to MCF7-GFP cells (Fig. 1D). Parthenolide specifically and significantly (*p*-value = 6.71E−6) decreased stiffness of cells overexpressing DSC1 (Fig. 1E). These results indicate that DSC1 overexpression and parthenolide treatment affect MCF7 cell line morphology.

### DSC1 overexpression is associated with upregulation of proliferative pathways in MCF7 cells that are targetable by parthenolide

To characterize molecular mechanisms associated with DSC1 overexpression and parthenolide-induced DSC1 inhibition in MCF7 cell line, total proteome and transcriptome changes in MCF7-DSC1-GFP cells overexpressing DSC1 and control MCF7-GFP cells with parthenolide or DMSO treatment were evaluated. The adherent cells were harvested together with the floating cells which represent mixture of living and dead cells with 28.01 ± 4.26% and 37.99 ± 4.12% viability in MCF7-DSC1-GFP and MCF7-GFP cells treated with parthenolide, respectively, illustrating the activity of the inhibitor. Proteins from the cell lysates were identified and quantified using LC–MS/MS analysis in DIA mode and transcripts were identified and quantified using RNA-Seq approach.

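The transcript data came from 8 RNA-Seq libraries, with 2 libraries for each of 4 groups. MCF7-GFP and MCF7-DSC1-GFP cells were treated for 24 h with DMSO or with 12.8 µM parthenolide (PTL), and the methods state that cells for RNA-Seq were prepared in biological duplicates for each condition. The methods describe a single stably transduced line of each kind. Tests between the lines therefore measure the spread between cultures. They cannot separate DSC1 from other differences between the lines. Stranded total RNA libraries were sequenced on an Illumina NextSeq instrument. The total counts were 29801339 and 31763045 for MCF7-GFP with DMSO and 29980727 and 41182824 for MCF7-DSC1-GFP with DMSO. With PTL they were 36788153 and 34442029 for MCF7-GFP and 22462186 and 29926055 for MCF7-DSC1-GFP.
The authors trimmed the reads with Trimmomatic 0.36, aligned them to GRCh38 with STAR 2.5.2b, counted exons per gene with Subread 1.5.2 and tested the groups with DESeq2 1.22.2. From the table of raw counts, all 8 libraries were fitted here together with edgeR 4.0.16, with TMM normalization and a coefficient for each group. Each comparison was tested with the quasi-likelihood F-test, with p adjusted by the Benjamini-Hochberg method over the 17962 genes that passed a filter on low counts. As in the paper, a gene was counted as higher or lower in a whole comparison at an adjusted p under 0.05 with a log2 FC above 1 in size. Members of gene lists were counted at an adjusted p under 0.05 at any log2 FC, and each list was tested against all other genes with camera, adjusted over 27 lists. Camera used a preset correlation between genes or, where stated, one estimated from the residuals. The second version has far fewer degrees of freedom, so a call lost with it does not by itself show correlated genes. Values after ± are standard errors unless another error is named. With 2 libraries per group, the tests borrow their estimate of the spread from all genes.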

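The count table held 32917 genes, of which 17179 were protein-coding and 92 had no count in any library. After the filter on low counts, 13502 protein-coding genes and 4460 genes of other biotypes were tested. The mitochondrial ribosomal RNA MT-RNR2 alone took 20.17% of all counts, from 14.71 to 23.52% per library. The non-coding RNAs RN7SL2, RN7SK and RN7SL1 took 2.32, 2.15 and 2.11%. Protein-coding genes took 58.83% of the counts in MCF7-DSC1-GFP PTL replicate 1 and 67.77% in replicate 2, the lowest and the highest share of the 8 libraries.
The first principal component of the log2 values, with 54.7% of the variance, separated PTL from DMSO. The second, with 28.2%, separated the MCF7-DSC1-GFP from the MCF7-GFP libraries. Another component, with 8.4%, separated the replicates within each PTL group, at -12.66 and 13.63 in MCF7-GFP and at -22.23 and 27.65 in MCF7-DSC1-GFP cells. The SD of the log2 difference between replicates was 0.402 and 0.388 in the DMSO groups and 0.498 and 0.657 in the PTL groups of MCF7-GFP and MCF7-DSC1-GFP cells.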

3505 protein groups (FDR < 0.01, Additional file 2, for representative iRT peptide chromatograms please see Additional file 1: Fig. S2) and 17,157 protein-coding transcripts (Additional file 3) were quantified. 

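DSC1, the gene of a desmosomal cadherin on chromosome 18 (ENSG00000134765, 31129236 to 31162856), had 56551 and 73394 counts in MCF7-DSC1-GFP cells treated with DMSO and 6 and 1 counts in MCF7-GFP cells. After scaling for depth, this was a 16600-fold difference with a 95% counting interval of 8060 to 41300. The fitted log2 FC of 13.98 ± 0.39 (adjusted p = 2.1e-06 in edgeR) rests on the 7 control counts. The counts of MCF7-DSC1-GFP cells include reads of the introduced DSC1, which they cannot tell from those of the chromosome 18 gene. Among the 13502 protein-coding genes tested, 339 were higher and 346 were lower in MCF7-DSC1-GFP cells.
The largest increases included SCIN, which severs actin filaments (log2 FC = 6.36 ± 0.19, adjusted p = 2.1e-06), the netrin receptor UNC5C (3.99 ± 0.12) and the calcium-binding protein S100P (3.53 ± 0.12). The largest decreases included the collagen chain COL12A1 (log2 FC = -5.88 ± 0.19, adjusted p = 3.7e-06), the calcification inhibitor MGP (-4.22 ± 0.10) and the proteoglycan VCAN (-4.16 ± 0.21). Of 13 measured basal and mesenchymal markers, 4 were lower and none was higher, among them caveolin CAV1 (-2.55 ± 0.16, adjusted p = 6.7e-05). Adjusted over the list alone, 5 were lower and 1 was higher (camera adjusted p = 0.011, and 0.49 with an estimated correlation). Among 16 luminal markers, 4 were higher, including the epithelial transcription factors SPDEF (1.37 ± 0.10) and ELF3 (1.26 ± 0.10), and AGR2 was lower (-0.87 ± 0.10, adjusted p = 0.00098). Adjusted over the list alone, 4 were higher and 3 lower, and the list as a whole did not pass (adjusted p = 0.58).
Of 25 estrogen receptor targets, 4 were higher, such as carbonic anhydrase CA12 (1.33 ± 0.09), and 7 were lower, such as PDZK1 (-3.14 ± 0.21), RERG (-1.56 ± 0.10) and EGR3 (-2.85 ± 0.21). With p adjusted over the list alone these counts were 6 and 10, and camera gave an adjusted p of 0.066. NRF2 targets, which answer oxidative stress, were higher for 6 of 24 genes and lower for none, including the efflux transporters ABCC2 (1.94 ± 0.14, adjusted p = 0.00012) and ABCC3 (2.11 ± 0.22). The counts were 9 higher and 1 lower adjusted over the list alone, with a camera adjusted p of 0.0074, or 0.58 with an estimated correlation.
Among the 10 measured desmosome genes, 3 were higher and 1 was lower, or 4 and 2 adjusted over the list alone (camera adjusted p = 0.61). Their median of 0.03 turned to -0.02 with library size as the only scaling and to -0.07 with DESeq2. Of 18 adherens and tight junction genes 3 were higher and none lower, by either adjustment (the second adjusted over the list alone), with claudin CLDN7 at 1.34 ± 0.11 and a camera adjusted p of 0.11. None of the 5 measured fibroblast and immune markers passed in edgeR, by either adjustment or in DESeq2, with 1 higher and 1 lower at an unadjusted p under 0.05 (camera adjusted p = 0.52). The number of lower genes fell to a similar extent whichever of the 4 DMSO libraries was left out. It therefore did not hang on a particular library. The number of higher genes also fell without MCF7-GFP DMSO replicate 2 or MCF7-DSC1-GFP DMSO replicate 1. Such a fit leaves 1 library in a group and takes its spread from the other groups.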

DSC1 overexpression confirmed by increased DSC1 protein (*q*-value = 5.53E−49, log2 FC = 4.07) and transcript (*q*-value = 6.2E−129, log2 FC = 14.02) levels led to statistically significant (*q*-value < 0.05) up-regulation (protein log2 FC > 0.58, transcript log2 FC > 1) and down-regulation (protein log2 FC < − 0.58, transcript log2 FC < − 1) of 151 and 129 proteins, respectively (Additional file 2), and 276 and 268 transcripts, respectively (Additional file 3) (MCF7-DSC1-GFP vs. MCF7-GFP comparison). The most up-regulated proteins include extracellular glycoprotein lacritin (LACRT) and insulin-like growth factor-binding protein 5 (IGFBP5) that plays a role in cell proliferation, apoptosis, and survival (Additional file 1: Table S2). Increased protein levels were observed also for groups of proteins involved in cell proliferation (USP8, KIF23, RACGAP1, NUMA1, STMN1 and IQGA3) and cell adhesion (FREM2, TMOD3, NRCAM, BCAM) (Additional file 1: Table S2). 

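Transcripts of IGFBP5, MYO5C, SPPL2A, SLC27A2, USP8, FREM2, RHOB, TMOD3, TOM1L1, FKBP10, CKMT1A, LXN, MYO5A and LMCD1 were each higher in MCF7-DSC1-GFP than in MCF7-GFP cells with DMSO. Their log2 FC ranged from 1.07 ± 0.15 for the small GTPase RHOB (adjusted p = 0.003) to 2.57 ± 0.14 for the carboxypeptidase inhibitor latexin, LXN (adjusted p = 2.5e-05). IGFBP5, a secreted binding protein of insulin-like growth factors on chromosome 2 (ENSG00000115461, 216672105 to 216695549), was higher by 1.86 ± 0.12 (adjusted p = 8.1e-05). The myosin MYO5C had a log2 FC of 2.12 ± 0.08 (adjusted p = 6.9e-06), and the endosomal deubiquitinase USP8 had 1.89 ± 0.10 (adjusted p = 2.2e-05). With DSC1 itself, 15 of 15 genes passed the edgeR test over all genes and 15 passed adjusted over the list alone. The study chose these genes on the same samples, so neither count is independent evidence. The camera test gave an adjusted p of 2.2e-20, or 0.021 with an estimated correlation. CKMT1A has a near-identical copy, CKMT1B, from which its reads cannot be told apart with certainty.
Of these 15 genes, 7 lie on chromosome 15, and 6 of those, SLC27A2, USP8, SPPL2A, TMOD3, MYO5C and MYO5A, lie between positions 50182196 and 52529132 of GRCh38. Their neighbours were tested next. Among the 172 other tested genes within 5 Mb of a listed gene on this chromosome, 38 were higher and 2 were lower with DMSO, and 28 of them were more than 2-fold higher. Their median log2 FC was 0.16 (camera adjusted p = 2.4e-06 over 6 tests, and 0.026 with an estimated correlation). With PTL, 49 were higher and 3 lower, with 33 more than 2-fold higher and a median of 0.25 (adjusted p = 6.7e-07, and 0.026 with an estimated correlation). In a scan of windows of 20 consecutive protein-coding genes over the genome, the window with the highest median under both treatments spanned 49621037 to 52569883 of chromosome 15. Its median log2 FC was 1.95 with DMSO and 2.21 with PTL, against at most 0.49 and 0.63 in 100 random gene orders. Besides the listed 6 genes, this window held 14 protein-coding genes, of which 12 were higher with DMSO and 13 with PTL. The ion channel gene TRPM7 (2.12 ± 0.10, adjusted p = 2e-05) and the tropomodulin gene TMOD2 (2.34 ± 0.11, adjusted p = 1.6e-05) are examples chosen after their values were seen. The window also held 8 tested genes of other biotypes, of which 6 were higher and 6 overlap a protein-coding gene of the window. Overlapping windows above the random range ran from 48134632 to 59097419 with DMSO (57 genes, 45 above 0, median 0.93). With PTL they ran from 45631148 to 59097419 (59 genes, 54 above 0, median 1.01). Each window holds 20 genes, so the ends of such a run can include genes that did not move.

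**Figure D1:**
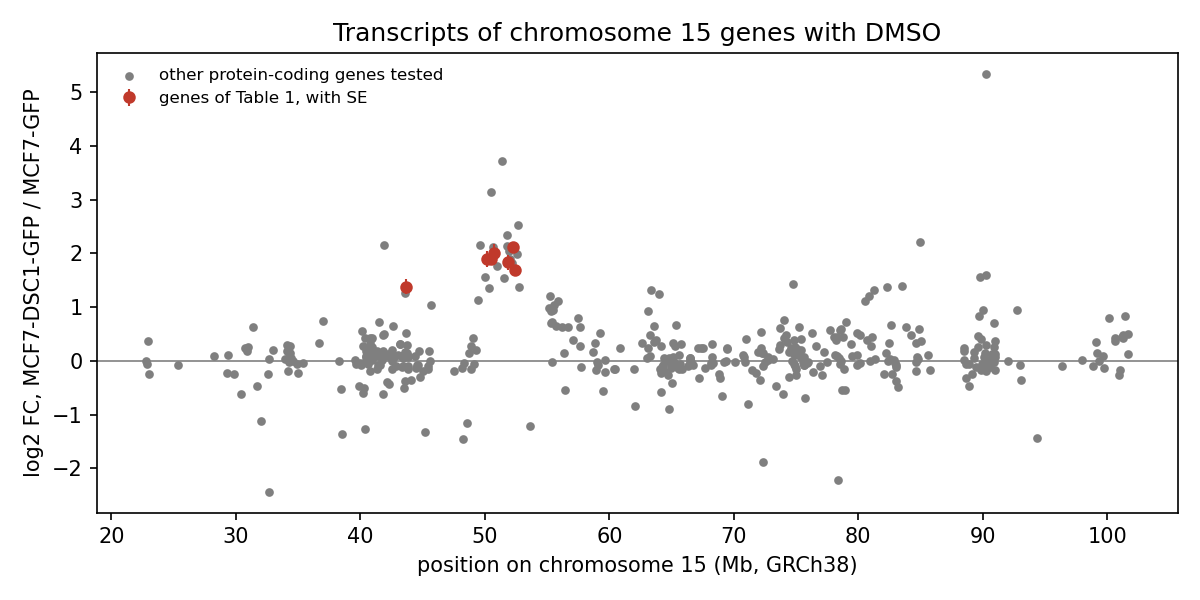
Each point is a tested protein-coding gene of chromosome 15, at the middle of its GRCh38 position in Mb on the x axis and its log2 FC between MCF7-DSC1-GFP and MCF7-GFP cells with DMSO on the y axis, and red points with SE bars are genes of Table 1. Between 49621037 and 52569883, the bounds of the highest window, the genes lie around its median of 1.95, and most others lie near 0. Overlapping windows above the range of random gene orders reach from 48134632 to 59097419.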

Total of 14 genes displayed increased expression on both protein and transcript level in DSC1 overexpressing cells (Table 1) with IGFBP5 as the most stimulated gene at the protein level.

**Table 1:** Genes upregulated after DSC1 overexpression both on protein (*q*-value < 0.05, log2 FC > 0.58) and mRNA level (*q*-value < 0.05, log2 FC > 1)

Gene name	UniProt ID	Protein description	MCF7-DSC1-GFP vs. MCF7-GFP				MCF7-DSC1-GFP + PTL vs. MCF7-DSC1-GFP				MCF7-GFP + PTL vs. MCF7-GFP				MCF7-DSC1-GFP + PTL vs. MCF7-GFP + PTL			
			Proteomics		Transcriptomics		Proteomics		Transcriptomics		Proteomics		Transcriptomics		Proteomics		Transcriptomics	
			log2 FC	*q*-value	log2 FC	*q*-value	log2 FC	*q*-value	log2 FC	*q*-value	log2 FC	*q*-value	log2 FC	*q*-value	log2 FC	*q*-value	log2 FC	*q*-value
DSC1	Q08554	Desmocollin-1	4.07	4.98E−49	14.02	6.21E−129	− 0.52	3.31E−28	0.06	0.869	− 1.19	0.027	− 1.38	0.344	4.74	2.07E−40	15.45	1.53E−70
IGFBP5	P24593	Insulin-like growth factor-binding protein 5	2.87	2.92E−04	1.84	2.76E−40	− 2.50	0.014	− 1.03	8.17E−13	− 1.01	0.042	− 2.27	1.63E−60	1.39	0.089	3.08	4.08E−111
MYO5C	Q9NQX4	Unconventional myosin-Vc	2.59	1.10E−03	2.14	2.76E−68	− 0.36	0.010	0.12	0.546	− 0.58	0.137	0.02	0.938	2.81	3.40E−03	2.23	2.34E−74
SPPL2A	Q8TCT8	Signal peptide peptidase-like 2A	2.55	3.83E−04	2.08	3.40E−67	− 0.21	0.141	0.33	0.021	− 0.46	0.073	0.27	0.076	2.81	1.83E−03	2.14	6.81E−71
SLC27A2	O14975	Very long-chain acyl-CoA synthetase	2.37	1.17E−08	1.74	3.52E−14	− 0.55	7.61E−05	− 0.22	0.501	− 0.88	1.36E−03	− 1.24	1.16E−06	2.70	2.03E−07	2.75	7.14E−32
USP8	P40818	Ubiquitin carboxyl-terminal hydrolase 8	2.21	7.99E−07	1.88	6.02E−48	0.24	5.70E−05	0.46	1.45E−03	0.45	0.016	0.38	0.014	2.00	3.92E−11	1.97	2.86E−53
FREM2	Q5SZK8	FRAS1-related extracellular matrix protein 2	1.44	2.20E−14	1.12	1.07E−22	2.28	1.14E−06	− 1.44	7.03E−38	3.59	4.46E−03	− 1.67	9.36E−51	0.14	0.131	1.35	1.61E−32
RHOB	P62745	Rho-related GTP-binding protein RhoB	1.24	1.17E−07	1.06	7.28E−10	− 0.55	1.26E−06	− 0.11	0.695	0.12	0.162	0.46	0.013	0.57	2.52E−04	0.48	0.017
TMOD3	Q9NYL9	Tropomodulin-3	1.06	8.46E−16	1.70	1.90E−45	0.16	1.42E−03	0.23	0.131	0.29	2.09E−04	0.00	0.992	0.93	2.21E−14	1.93	1.40E−58
TOM1L1	O75674	TOM1-like protein 1	1.03	1.01E−06	1.18	1.16E−21	0.11	7.91E−03	− 0.07	0.728	0.18	0.039	− 0.17	0.302	0.95	1.38E−04	1.28	3.87E−25
FKBP10	Q96AY3	Peptidyl-prolyl cis–trans isomerase FKBP10	0.95	0.013	1.24	7.16E−14	− 0.46	0.021	− 0.73	2.97E−05	− 0.67	5.26E−04	− 1.44	7.32E−17	1.17	0.017	1.95	1.65E−30
CKMT1A	P12532	Creatine kinase U-type, mitochondrial	0.94	7.41E−07	1.32	1.47E−06	− 0.41	2.53E−03	− 0.29	0.412	− 0.67	1.37E−06	0.01	0.984	1.20	8.28E−09	1.01	4.75E−04
LXN	Q9BS40	Latexin	0.86	2.51E−12	2.57	1.01E−65	− 0.33	1.39E−03	1.18	1.60E−14	0.20	0.020	1.21	7.20E−15	0.34	8.17E−06	2.53	6.06E−66
MYO5A	Q9Y4I1	Unconventional myosin-Va	0.85	7.98E−05	1.72	5.19E−33	− 0.06	0.125	0.75	6.53E−07	− 0.38	0.023	0.49	2.30E−03	1.18	2.42E−04	1.98	2.39E−44
LMCD1	Q9NZU5	LIM and cysteine-rich domains protein 1	0.83	1.40E−03	1.45	1.44E−13	0.26	8.84E−03	1.54	6.55E−18	0.59	1.57E−03	1.59	5.95E−17	0.51	0.011	1.39	1.57E−14

*PTL* parthenolide

On the other hand, parthenolide treatment of DSC1 overexpressing cells (MCF7-DSC1-GFP + PTL vs. MCF7-DSC1-GFP comparison) was associated with significant down-regulation of 274 proteins and 655 transcripts. 

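With PTL, 823 protein-coding genes were lower and 542 were higher in MCF7-DSC1-GFP cells, and 4685 of 13502 passed the adjusted p at any log2 FC. All 24 measured NRF2 targets rose, by either adjustment (the second adjusted over the list alone), with a median log2 FC of 1.94. They included the stress-induced growth inhibitor OSGIN1 (2.60 ± 0.09, adjusted p = 6.6e-06) and the reductase AKR1C1 (4.40 ± 0.18, adjusted p = 9.1e-06), whose reads can be shared with AKR1C2 and AKR1C3. Of 20 p53 targets 14 rose and none fell, again with the same counts adjusted over the list alone. They included GDF15, a stress-induced cytokine (5.11 ± 0.15, adjusted p = 5.1e-06), and the cell cycle inhibitor CDKN1A (1.33 ± 0.10).
Cell cycle genes fell together. Of 30 G1/S genes 28 fell, or 29 adjusted over the list alone, including the replication endonuclease FEN1 (-1.44 ± 0.10, adjusted p = 7.3e-05) and the DNA methylation factor UHRF1 (-1.62 ± 0.12). Of 30 G2/M genes 29 fell by either adjustment, including topoisomerase TOP2A (-1.38 ± 0.12, adjusted p = 0.00017) and survivin, BIRC5 (-1.17 ± 0.10). Of 16 replication-dependent histone genes 10 fell, or 13 adjusted over the list alone, with linker histone HIST1H1D at -1.93 ± 0.17, and reads can be shared among histone copies. Estrogen receptor targets fell for 14 of 25 genes and rose for 2, the same counts as adjusted over the list alone. Among them, the progesterone receptor PGR changed by -2.16 ± 0.13 (adjusted p = 3.2e-05) and the transcription factor MYB by -1.55 ± 0.08 (adjusted p = 2.4e-05). Of 13 measured interferon-stimulated genes 5 fell, by either adjustment, including the viral RNA sensor OAS3 (-2.08 ± 0.14).
Mitochondrially encoded transcripts fell for 6 of 13 genes, or 8 adjusted over the list alone, with cytochrome oxidase subunit MT-CO3 at -0.63 ± 0.11 (adjusted p = 0.0046). Adherens and tight junction genes rose for 10 of 18 and fell for 1, or 11 and 1 adjusted over the list alone, with claudin CLDN4 at 1.31 ± 0.10 (adjusted p = 0.0001) and nectin NECTIN4 at 1.03 ± 0.10. Of 17 chaperones of the endoplasmic reticulum 9 rose, or 10 adjusted over the list alone, with HERPUD1 at 0.85 ± 0.08. Of the 14 measured NF-kB targets 5 rose and 2 fell, or 6 and 2 adjusted over the list alone. They included the apoptosis inhibitor BIRC3 (1.82 ± 0.32, adjusted p = 0.0043) and the NF-kB subunit NFKB1 itself (-0.63 ± 0.11, adjusted p = 0.0039).
The camera adjusted p was 1.2e-18 for NRF2 targets, 1.9e-06 for p53 targets, 8e-16 for G1/S genes, 6.8e-15 for G2/M genes and 1.2e-05 for histones. It was 0.00013 for estrogen receptor targets, 0.0096 for interferon-stimulated genes, 0.0044 for mitochondrial genes, 0.00014 for junction genes, 0.0044 for chaperones and 0.21 for NF-kB targets. The call for chaperones was lost without MCF7-DSC1-GFP PTL replicate 2 (adjusted p = 0.097). None of these calls held with an estimated correlation. Its adjusted p was 0.13 for NRF2 targets, 0.23 for p53 targets, G1/S, G2/M and junction genes, 0.39 for chaperones and 0.38 for the other called lists.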

On the protein level, the most deregulated were LACRT and IGFBP5 (Additional file 1: Table S2). 

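IGFBP5 transcripts fell with PTL in MCF7-DSC1-GFP cells, from 1340 ± 22.9 to 658 ± 116 CPM (counts scaled to library size, mean ± SD of 2 libraries), and in MCF7-GFP cells, from 369 to 76.5 ± 1.31 CPM. The log2 FC was -1.03 ± 0.12 (adjusted p = 0.00067 in edgeR) in MCF7-DSC1-GFP and -2.27 ± 0.12 (adjusted p = 1.4e-05) in MCF7-GFP cells. The difference between these effects, 1.25 ± 0.17, had an adjusted p of 0.089. It passed with DESeq2 (1.26), with no filter on low counts (1.22) and with protein-coding genes only (1.23). Without MCF7-DSC1-GFP PTL replicate 1 or replicate 2 the difference was 1.06 or 1.42. With PTL in both lines, IGFBP5 was 3.10 ± 0.13 higher in MCF7-DSC1-GFP cells (adjusted p = 8.5e-06).
The other genes higher in MCF7-DSC1-GFP cells moved in different directions with PTL. FREM2, an extracellular matrix protein gene, fell in MCF7-DSC1-GFP (-1.44 ± 0.08, adjusted p = 2.9e-05) and MCF7-GFP cells (-1.63 ± 0.08, adjusted p = 1.1e-05). The collagen chaperone gene FKBP10 fell by 0.70 ± 0.11 (adjusted p = 0.0031) and by 1.30 ± 0.12 (adjusted p = 0.00013) on the log2 scale. LMCD1 rose in both lines, by 1.59 ± 0.09 and 1.49 ± 0.10, and so did LXN, by 1.19 ± 0.13 and 1.24 ± 0.13. The fatty acid transporter gene SLC27A2 fell in MCF7-GFP cells (-1.05 ± 0.16, adjusted p = 0.0014) and did not pass in MCF7-DSC1-GFP cells (-0.29 ± 0.14, adjusted p = 0.15), where it passed without MCF7-DSC1-GFP PTL replicate 2 (-0.50). Over the 15 genes with DSC1 included, 4 rose and 3 fell in MCF7-DSC1-GFP and 5 rose and 4 fell in MCF7-GFP cells, with the same counts adjusted over the list alone. The study chose this list on the same samples. In MCF7-DSC1-GFP cells its median log2 FC was 0.03 while camera pointed down (adjusted p = 1), and the median was -0.06 with library size as the only scaling. In MCF7-GFP cells the median was -0.11 (adjusted p = 0.56), or 0.01 with the authors' factors.
The DSC1 transcript had 43939 and 47034 counts in MCF7-DSC1-GFP cells with PTL, and no change was detectable (log2 FC = 0.05 ± 0.20, adjusted p = 0.87). These cells were transduced to make a DSC1 fusion protein, and the counts cannot tell the introduced from the cells' own DSC1. The log2 FC therefore does not show how PTL acts on the cells' own gene. The sign of this small value turned with library size as the only scaling (-0.06) and without MCF7-DSC1-GFP PTL replicate 1 (-0.23). MCF7-GFP cells with PTL had 1 and 2 DSC1 counts, too few for a fold change.

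**Figure D2:**
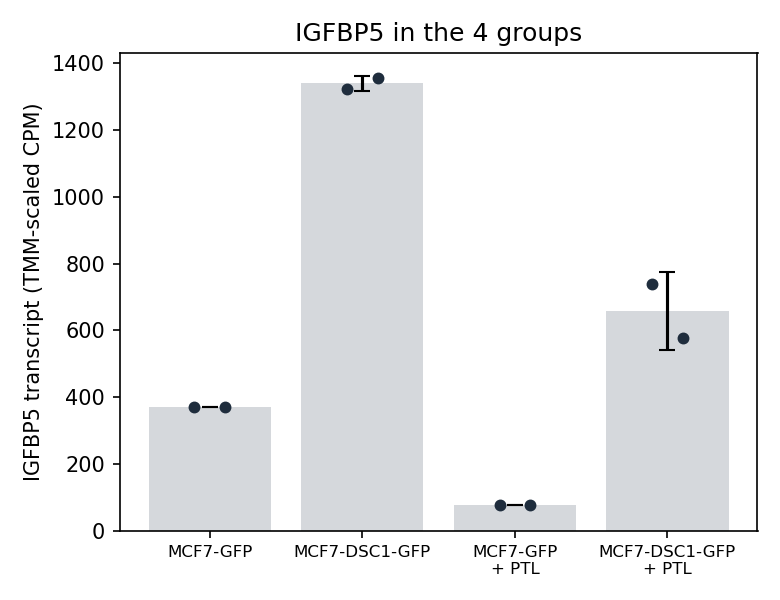
Bars give the mean and SD of IGFBP5 transcripts in TMM-scaled CPM on the y axis for the 4 groups on the x axis, and points are the 2 libraries of each group. The mean falls from 1340 to 658 with PTL in MCF7-DSC1-GFP cells and from 369 to 76.5 in MCF7-GFP cells.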

From the genes with increased expression both on protein and transcript level after DSC1 overexpression, only IGFBP5 displayed decreased protein and transcript levels in DSC1 overexpressing cells treated with parthenolide (Table 1), however DSC1 protein downregulation by parthenolide was observed also in control cells (MCF7-GFP + PTL vs. MCF7-GFP comparison). Parthenolide alters DSC1-induced up-regulation of LACRT and IGFBP5 proteins in MCF7-DSC1-GFP cells compared to control MCF7-GFP cells, both treated with parthenolide (MCF7-DSC1-GFP + PTL vs. MCF7-GFP + PTL comparison). These results suggest LACRT and IGFBP5 as the most co-expressed genes with DSC1 in breast cancer cells that can be modulated with parthenolide treatment.

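Lacritin, LACRT, was not analysed here. IGFBP5 belongs to the axis of insulin-like growth factors, of which 12 of 15 listed genes were measured. With DMSO, 4 of them were higher in MCF7-DSC1-GFP than in MCF7-GFP cells and none was lower, or 5 and 1 adjusted over the list alone. Besides IGFBP5, these included IGFBP2 (log2 FC = 1.38 ± 0.18, adjusted p = 0.0023 in edgeR), the next gene to IGFBP5 on chromosome 2 (216632828 to 216664436). In the camera test the list had an adjusted p of 0.023, and 0.63 with an estimated correlation, and it was 0.07 with genes of at least 10 counts in every library.
With PTL, IGFBP3 fell in MCF7-DSC1-GFP (-1.41 ± 0.09, adjusted p = 5e-05) and in MCF7-GFP cells (-2.20 ± 0.09, adjusted p = 6.1e-06). In all, 2 genes rose and 3 fell in MCF7-DSC1-GFP cells (camera adjusted p = 0.67), and 2 rose and 4 fell in MCF7-GFP cells (0.52), with the same counts adjusted over the list alone. Between the lines with PTL, 6 genes were higher in MCF7-DSC1-GFP cells and none was lower, or 6 and 1 adjusted over the list alone, with IGFBP3 at 1.21 ± 0.09. The camera adjusted p was 0.0057, but 0.65 with an estimated correlation and 0.18 without MCF7-DSC1-GFP PTL replicate 1.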

GSEA analysis was performed to define biological pathways associated with DSC1 overexpression and parthenolide-induced DSC1 inhibition on protein and transcript levels. DSC1 overexpression in MCF7 cells was associated with statistically significant (FDR *q*-value < 0.05) positive enrichment of 2 protein BIOCARTA pathways (Fig. 2), namely MCM and VDR pathways, from which MCM pathway consists of Cdk2 and helicases minichromosome maintenance (MCM) 2–7, and VDR pathway contains proteins involved in chromatin remodeling (Additional file 4). Parthenolide treatment of DSC1 overexpressing cells resulted in negative enrichment of 4 pathways, including MCM pathway. However, the parthenolide-induced negative enrichment of MCM pathway was specific for DSC1 overexpressing cells as the parthenolide did not induce negative enrichment of MCM pathway in the control cell line (Fig. 2). 

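MCM2 to MCM7, the subunits of the replicative helicase, and CDK2 fell with PTL in each cell line, 7 of 7 genes in MCF7-DSC1-GFP and 7 of 7 in MCF7-GFP cells, by either adjustment (the second adjusted over the list alone). Their median log2 FC was -0.99 in MCF7-DSC1-GFP and -1.19 in MCF7-GFP cells. MCM2 changed by -1.52 ± 0.19 (adjusted p = 0.00085 in edgeR) and -1.50 ± 0.19 (adjusted p = 0.00053) in the respective lines, and MCM7 by -1.49 ± 0.16 in each. MCM5 lost its call in MCF7-DSC1-GFP cells without MCF7-DSC1-GFP DMSO replicate 1 (-0.93) or replicate 2 (-0.77) and in MCF7-GFP cells without MCF7-GFP DMSO replicate 2 (-0.87), and MCM4 in MCF7-DSC1-GFP cells with the authors' factors (-0.45). A wider list of 19 genes stood for the MCM pathway here, with the genes that load the helicase at replication origins. The BioCarta set itself was not used here, and part of the list was named by the study from these samples, so it is not independent evidence. In MCF7-DSC1-GFP cells 13 of the 19 genes fell and 1 rose, or 14 and 1 adjusted over the list alone. In MCF7-GFP cells 15 fell and none rose, by either adjustment.
CDC6, which loads the helicase, changed by -1.28 ± 0.10 (adjusted p = 0.00011) in MCF7-DSC1-GFP and -1.79 ± 0.10 (adjusted p = 1.4e-05) in MCF7-GFP cells. MCM10, a replication initiation factor, changed by -1.58 ± 0.14 (adjusted p = 0.00021) and -1.97 ± 0.14 (adjusted p = 3.9e-05). The gene that rose in MCF7-DSC1-GFP cells was ORC3, a subunit of the origin recognition complex (0.38 ± 0.10, adjusted p = 0.02). Its call was lost without MCF7-DSC1-GFP DMSO replicate 1 (0.43) or replicate 2 (0.34) and without MCF7-GFP DMSO replicate 1 (0.38).
By camera, the adjusted p of the 19 genes was 6.2e-05 in MCF7-DSC1-GFP and 4.6e-06 in MCF7-GFP cells, and 0.13 and 0.16 with an estimated correlation. For MCM2 to MCM7 with CDK2 it was 6.6e-05 and 0.00011, and 0.31 and 0.27 with an estimated correlation. Pre-ranked enrichment with fgsea 1.28.0, ranked by the rule of the paper's methods, gave normalized scores of -2.15 (adjusted p = 1.2e-05) and -2.17 (adjusted p = 2.9e-05). The difference between the lines had a median of 0.22, a smaller fall in MCF7-DSC1-GFP cells, with a camera adjusted p of 0.023. No single gene of the list passed this test in edgeR by either adjustment, 1 passed at an unadjusted p under 0.05 and 0 passed in DESeq2. The call of the difference was lost with an estimated correlation (adjusted p = 0.59), library size as the only scaling (0.051), the authors' factors (0.069) and fry (0.2). It was also lost without MCF7-GFP DMSO replicate 2 (0.058), without MCF7-DSC1-GFP DMSO replicate 1 (0.07), without MCF7-GFP PTL replicate 1 (0.062) and without MCF7-DSC1-GFP PTL replicate 1 (0.28). For the shorter list the difference had an adjusted p of 0.33, which was 0.012 without MCF7-DSC1-GFP PTL replicate 2.

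**Figure D3:**
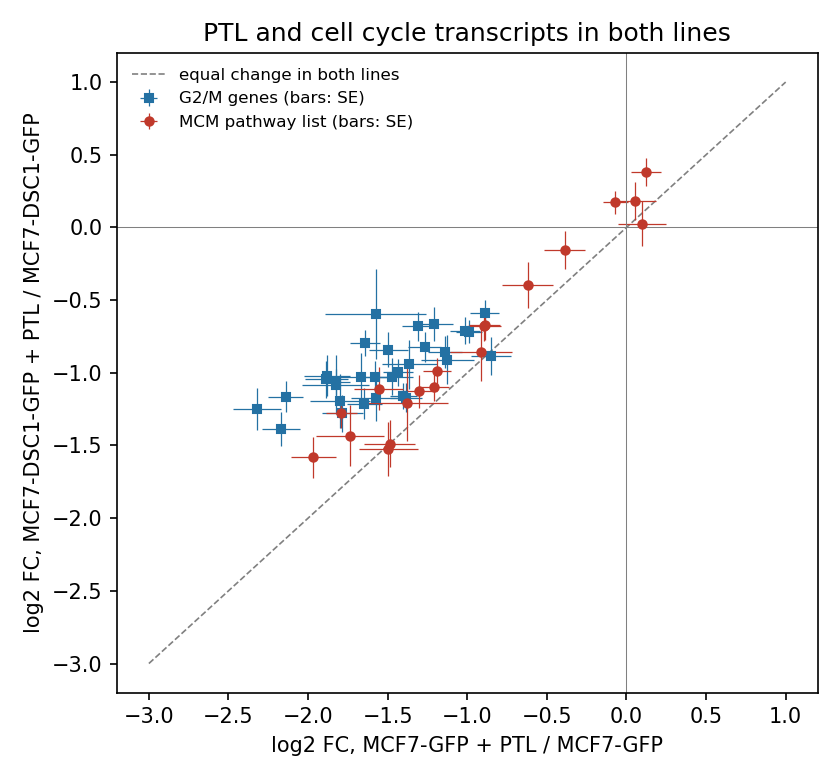
Each point is a gene of the MCM pathway list (red circles) or of the G2/M list (blue squares), with its log2 FC with PTL in MCF7-GFP cells on the x axis and in MCF7-DSC1-GFP cells on the y axis, and bars are SE. The medians of the MCM pathway list lie at -1.19 and -0.99, and the dashed line marks an equal change in both lines.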

The negative enrichment of MCM pathway after parthenolide treatment specifically in DSC1 overexpressing cell line was observed also on the transcriptome level, although with lesser statistical significance (FDR *q*-value = 0.061) (Fig. 2, Additional file 4). These results indicate DSC1 overexpression in MCF7 cells to be associated with increased expression of genes involved in DNA replication and cell cycle progression.

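With DMSO, of the 19 genes of the MCM pathway list, 2 were higher in MCF7-DSC1-GFP cells and none was lower, by either adjustment (the second adjusted over the list alone). These were the growth factor KITLG (log2 FC = 0.91 ± 0.15, adjusted p = 0.0062 in edgeR) and CDK2 (0.34 ± 0.09, adjusted p = 0.043). KITLG lost its call without MCF7-GFP DMSO replicate 1 (0.89) or replicate 2 (0.94) or MCF7-DSC1-GFP DMSO replicate 1 (0.83). CDK2 lost its call without any of the 4 DMSO libraries, at 0.27 to 0.40, and without MCF7-GFP PTL replicate 1 or replicate 2, at 0.34. The list's median was 0.04 with a camera adjusted p of 0.72, and the median was -0.01 with library size as the only scaling. For MCM2 to MCM7 with CDK2, CDK2 was the only gene past the test by either adjustment (camera adjusted p = 0.44).
Of 30 G1/S genes 1 was higher, the nucleotide synthesis gene RRM2 (0.66 ± 0.15, adjusted p = 0.028), and none passed adjusted over the list alone, while 6 were higher and 3 lower at an unadjusted p under 0.05 and 1 was higher in DESeq2 (camera adjusted p = 0.61). Of 30 G2/M genes 2 were higher by either adjustment, the spindle motor KIF11 (0.51 ± 0.11, adjusted p = 0.02) and the microtubule bundling factor PRC1 (0.36 ± 0.09, adjusted p = 0.031). RRM2, KIF11 and PRC1 each lost their call without any of the 4 DMSO libraries, at 0.60 to 0.72, 0.43 to 0.57 and 0.30 to 0.43, and PRC1 also without MCF7-GFP PTL replicate 1 or replicate 2. The camera adjusted p of this list was 0.1. It passed with no filter on low counts (0.045) and with the 4 libraries of the compared groups (0.046), and had values from 0.028 to 0.045 without MCF7-GFP DMSO replicate 2, MCF7-DSC1-GFP DMSO replicate 2, MCF7-DSC1-GFP PTL replicate 1 or MCF7-DSC1-GFP PTL replicate 2. Of 6 proliferation proteins that the study chose for their increase in its proteome, which is not independent evidence, the transcript of USP8 passed over all genes and 5 passed adjusted over the list alone. Their camera adjusted p was 0.024, 0.41 with an estimated correlation and 0.063 without MCF7-GFP DMSO replicate 1.
With PTL in both lines, 464 protein-coding genes were higher and 357 were lower in MCF7-DSC1-GFP than in MCF7-GFP cells, with 223 lower without MCF7-GFP PTL replicate 1. The fit gave each gene a single spread over all groups, while replicates differed more in the PTL than in the DMSO groups. With only the 4 compared libraries, 757 protein-coding genes passed at any log2 FC between the lines with PTL, in place of 2968. With DMSO, 4423 passed in place of 1865, so counts with PTL and with DMSO are not directly comparable. Of the G2/M genes 27 were higher by either adjustment, including the cytokinesis scaffold ANLN (0.94 ± 0.09, adjusted p = 0.00046) and the spindle gene ASPM (1.05 ± 0.11, adjusted p = 0.00062). Of the G1/S genes 11 were higher and 2 lower, or 15 and 3 adjusted over the list alone, with RRM2 at 1.71 ± 0.16 (adjusted p = 0.0004) and the chromatin remodeler HELLS at 0.97 ± 0.13. Of the MCM pathway list 4 genes were higher, or 6 adjusted over the list alone. Of the 16 histones 5 were higher, or 9 adjusted over the list alone, and of the proliferation proteins 4, or 5 adjusted over the list alone, with the kinesin KIF23 at 0.69 ± 0.09 (adjusted p = 0.0024). The camera adjusted p was 3.7e-12 for G2/M genes, 0.002 for G1/S genes and histones, 0.033 for the MCM pathway list and 0.0021 for the proliferation proteins. With an estimated correlation it was 0.4 for G2/M genes, 0.68 for G1/S genes and histones, 0.38 for the MCM pathway list and 0.21 for the proliferation proteins. The call of the histones was lost without MCF7-DSC1-GFP PTL replicate 1 (0.13), and that of the MCM pathway list without this library (0.18) or without MCF7-GFP PTL replicate 1 (0.063).
From the positive enrichment of the MCM and VDR pathways among proteins and the negative enrichment of the MCM pathway with PTL among proteins and transcripts (Fig. 2), the paper takes DSC1 overexpression to be associated with higher expression of genes of DNA replication and the cell cycle.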

**Fig. 2:**
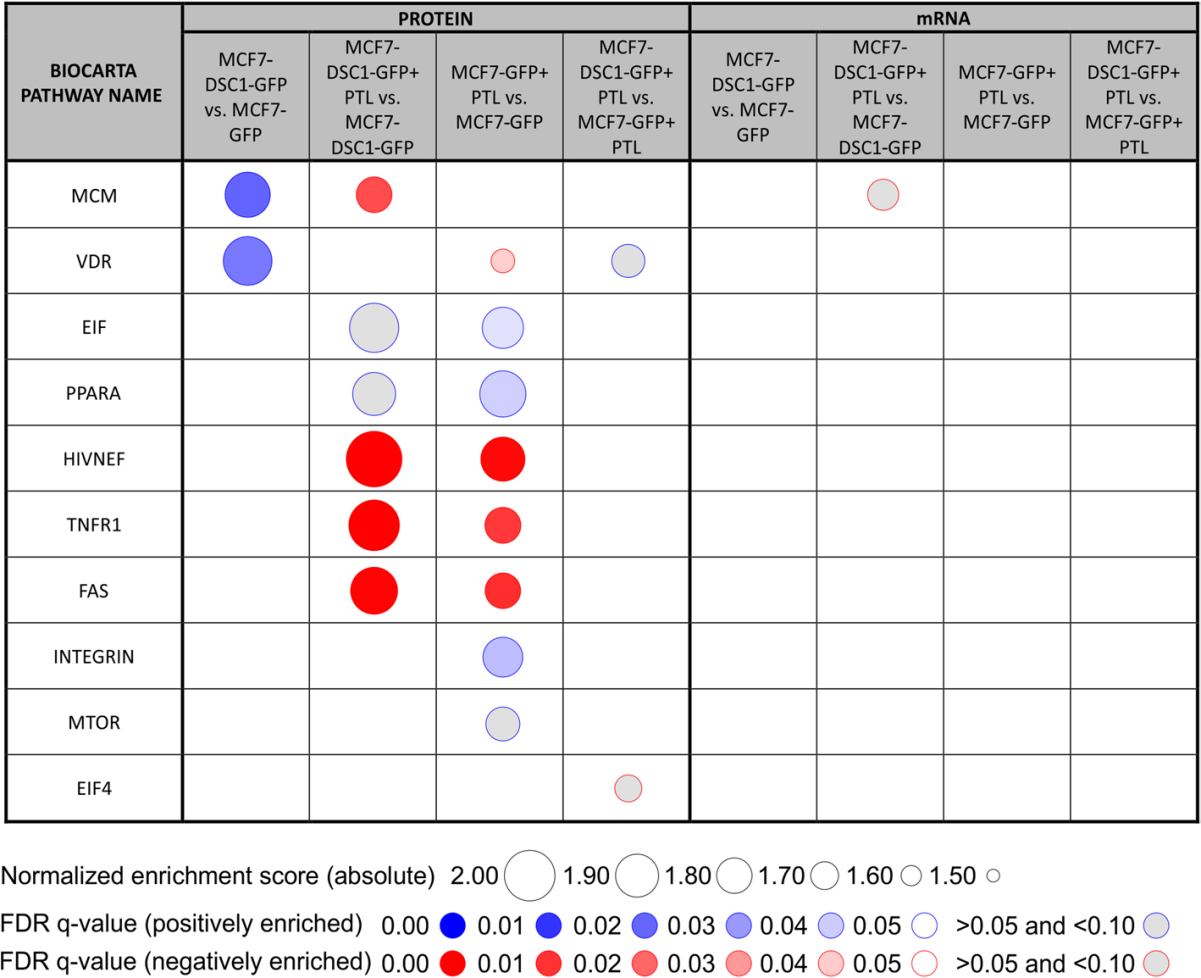
Gene set enrichment analysis of proteomics and transcriptomics profile comparisons of MCF7-DSC1-GFP and MCF7-GFP cells treated and untreated with parthenolide. *PTL* parthenolide

In conclusion, DSC1 overexpression in MCF7 cells is related to increased expression of LACRT and IGFBP5 gene and proliferative MCM pathway. 

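The effect of PTL was compared between the cell lines gene by gene, with the effect in MCF7-GFP subtracted from that in MCF7-DSC1-GFP cells. The differences that passed were in TXNIP, a thioredoxin inhibitor (log2 difference 1.57 ± 0.13, adjusted p = 0.032), AGR2, a secretory pathway protein (1.55 ± 0.14, adjusted p = 0.032), ZNF704 (1.48 ± 0.16, adjusted p = 0.045), the microtubule protein MAP1B (1.25 ± 0.13, adjusted p = 0.045) and protocadherin PCDH10 (-1.45 ± 0.15, adjusted p = 0.045). TXNIP changed by -0.79 ± 0.09 with PTL in MCF7-DSC1-GFP and by -2.36 ± 0.10 in MCF7-GFP cells. PCDH10 changed by -2.49 ± 0.12 in MCF7-DSC1-GFP and by -1.04 ± 0.09 in MCF7-GFP cells.
These were 5 protein-coding genes in edgeR, while 2147 differed at an unadjusted p under 0.05 and 181 passed in DESeq2. The count was 652 without MCF7-DSC1-GFP PTL replicate 1 and 461 without its replicate 2, and 0 without any other library. With no filter on low counts it was 506, with protein-coding genes only 19, and with library size as the only scaling or with the authors' factors 0. A fit without 1 of the MCF7-DSC1-GFP PTL libraries lacks the spread between them, the widest of the 4 groups (SD of the log2 difference 0.657).
The G2/M genes fell less in MCF7-DSC1-GFP than in MCF7-GFP cells, with medians of -1.02 and -1.53 and a median difference of 0.53. None of the 30 genes passed over all genes, 16 passed adjusted over the list alone, 22 differed at an unadjusted p under 0.05 and 8 passed in DESeq2. By camera, the adjusted p of the difference was 8.4e-13, and 0.59 with an estimated correlation. Of the 1365 protein-coding genes past the test with PTL in MCF7-DSC1-GFP and the 2023 in MCF7-GFP cells, 1082 were shared. Of these, 404 were higher and 676 were lower in both lines, where 29.2 and 78.9 would be shared by chance if the calls were independent. Across 11469 genes the log2 FC values of the lines correlated with Pearson's r = 0.879 and Spearman's rho = 0.823, and genes are not independent replicates.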

Parthenolide decreased LACRT and IGFBP5 protein and IGFBP5 transcript levels and suppressed MCM pathway specifically in DSC1 overexpressing MCF7 cells.

### Parthenolide modulates interactions of DSC1 with cell adhesion molecules and HER3

We performed a pull-down experiment to identify new potential DSC1 interacting partners binding to its N-terminus, as the DSC1-SBP-GFP fusion protein produced in MCF7-DSC1-GFP cells contains SBP tag attached to the C-terminus of DSC1, and to evaluate the ability of parthenolide to modulate these interactions. Presence of SBP tag in MCF7-DSC1-GFP cell line and control MCF7-GFP line was confirmed using western blot with immunodetection (Additional file 1: Fig. S3). Analysis of interacting partners in vitro was performed using pull-down assay with subsequent identification by LC–MS/MS in DIA mode. Total of 706 proteins were identified (Additional file 5). From these, 250 proteins are potential interacting partners of DSC1 (*q*-value < 0.05 and log2 FC > 1 in pull-down comparison MCF7-DSC1-GFP vs. MCF7-GFP), from which 54 were significantly downregulated by parthenolide (*q*-value < 0.05 and log2 FC < − 1 in pull-down comparison MCF7-DSC1-GFP + PTL vs. MCF7-DSC1-GFP). Pull-down results were compared with results of total proteome analysis to prevent from false positive interactions that could be caused by increased protein abundancy in pull-down due to gene co-expression with DSC1. Out of 250 potential interacting partners, 184 proteins (Additional file 5) were not found co-expressed with DSC1 in total proteome analysis (log2 FC < 0 or log2 FC > 0 and *q*-value > 0.05 or not identified in MCF7-DSC1-GFP vs. MCF7-GFP comparison in total proteome analysis). 23 of these not co-expressed potential interactors (Tab. 2, Fig. 3A) were modulated by parthenolide (*q*-value < 0.05 and log2 FC <  1 in pull-down comparison MCF7-DSC1-GFP + PTL vs. MCF7-DSC1-GFP). These proteins include desmoglein 2 (DSG2) that is essential for desmosome formation and is a known interactor of DSC1, which validates the results of this experiment. Moreover, cadherins 1 (CDH1) and cadherin 3 (CDH3), four protocadherins and cadherin receptor CELR2 that play role in cell adhesion were shown to interact with DSC1 as well. Parthenolide also inhibits interaction of DSC1 with receptor tyrosine-protein kinase erbB-3 (HER3/ERBB3) that is involved in cell proliferation.

**Table 2:** 23 potential interacting partners of DSC1 identified using pull-down assay that can be modulated with parthenolide

Protein name	Protein description	UniProt ID	Gene name	Pull-down MCF7-DSC1-GFP vs. MCF7-GFP		Pull-down MCF7-DSC1-GFP + PTL vs. MCF7-DSC1-GFP		Total proteome MCF7-DSC1-GFP vs. MCF7-GFP		Total proteome MCF7-DSC1-GFP + PTL vs. MCF7-DSC1-GFP	
				log2 FC	*q*-value	log2 FC	*q*-value	log2 FC	*q*-value	log2 FC	*q*-value
DSG2	Desmoglein-2	Q14126	DSG2	7.21	6.82E−53	− 2.01	1.70E−52	− 0.45	0.106	0.01	2.64E−04
CELR2	Cadherin EGF LAG seven-pass G-type receptor 2	Q9HCU4	CELSR2	5.88	7.04E−53	− 2.03	1.29E−45	NA	NA	NA	NA
PCDGD	Protocadherin gamma-B1	Q9Y5G3	PCDHGB1	5.22	8.02E−06	− 1.32	1.60E−05	NA	NA	NA	NA
ALG11	GDP-Man:Man(3)GlcNAc(2)-PP-Dol alpha-1,2-mannosyltransferase	Q2TAA5	ALG11	5.15	4.75E−10	− 2.24	2.35E−10	NA	NA	NA	NA
CADH1	Cadherin-1	P12830	CDH1	5.11	1.20E−14	− 1.39	1.28E−13	− 0.02	1.79E−03	− 0.09	0.224
CDIPT	CDP-diacylglycerol–inositol 3-phosphatidyltransferase	O14735	CDIPT	5.11	2.56E−09	− 2.30	1.45E−06	− 0.35	2.00E−03	− 0.01	0.122
SATT	Neutral amino acid transporter A	P43007	SLC1A4	3.86	5.27E−04	− 2.41	4.09E−03	NA	NA	NA	NA
PCDGH	Protocadherin gamma-B5	Q9Y5G0	PCDHGB5	3.77	6.88E−04	− 1.10	5.46E−04	NA	NA	NA	NA
PCDBD	Protocadherin beta-13	Q9Y5F0	PCDHB13	3.70	1.82E−06	− 2.29	1.71E−03	NA	NA	NA	NA
TM165	Transmembrane protein 165	Q9HC07	TMEM165	3.68	3.12E−03	− 1.33	4.51E−03	− 0.41	9.12E−06	− 0.08	0.234
TIM23	Mitochondrial import inner membrane translocase subunit Tim23	O14925	TIMM23	3.50	1.02E−03	− 1.25	0.032	0.10	0.131	− 0.03	0.244
UPK3L	Uroplakin-3b-like protein 1	B0FP48	UPK3BL1	3.39	1.13E−10	− 1.08	5.46E−04	NA	NA	NA	NA
TNPO1	Transportin-1	Q92973	TNPO1	3.18	8.96E−06	− 1.16	4.33E−03	0.02	0.139	0.17	9.29E−03
FAT1	Protocadherin Fat 1	Q14517	FAT1	2.96	1.58E−14	− 1.98	4.15E−12	NA	NA	NA	NA
CADH3	Cadherin-3	P22223	CDH3	2.89	5.37E−06	− 2.21	2.58E−03	NA	NA	NA	NA
SFXN4	Sideroflexin-4	Q6P4A7	SFXN4	2.78	2.14E−03	− 2.96	3.17E−03	NA	NA	NA	NA
RAB13	Ras-related protein Rab-13	P51153	RAB13	2.58	3.25E−03	− 1.94	0.026	0.04	0.175	− 0.16	0.154
MOT1	Monocarboxylate transporter 1	P53985	SLC16A1	2.24	6.75E−03	− 1.39	7.07E−03	− 0.71	2.77E−03	0.22	0.092
TIDC1	Complex I assembly factor TIMMDC1, mitochondrial	Q9NPL8	TIMMDC1	2.13	3.06E−04	− 1.37	4.51E−03	− 0.43	8.16E−03	− 0.06	0.197
ERBB3	Receptor tyrosine-protein kinase erbB-3	P21860	ERBB3	1.68	0.031	− 2.12	5.94E−03	NA	NA	NA	NA
RS23	40S ribosomal protein S23	P62266	RPS23	1.61	0.019	− 1.53	0.020	− 0.09	0.107	− 0.19	0.253
RT12	28S ribosomal protein S12, mitochondrial	O15235	MRPS12	1.56	8.30E−03	− 1.53	0.011	NA	NA	NA	NA
TBAL3	Tubulin alpha chain-like 3	A6NHL2	TUBAL3	1.32	0.047	− 1.82	0.045	− 0.23	0.166	− 0.34	0.056

*PTL* parthenolide

**Fig. 3:**
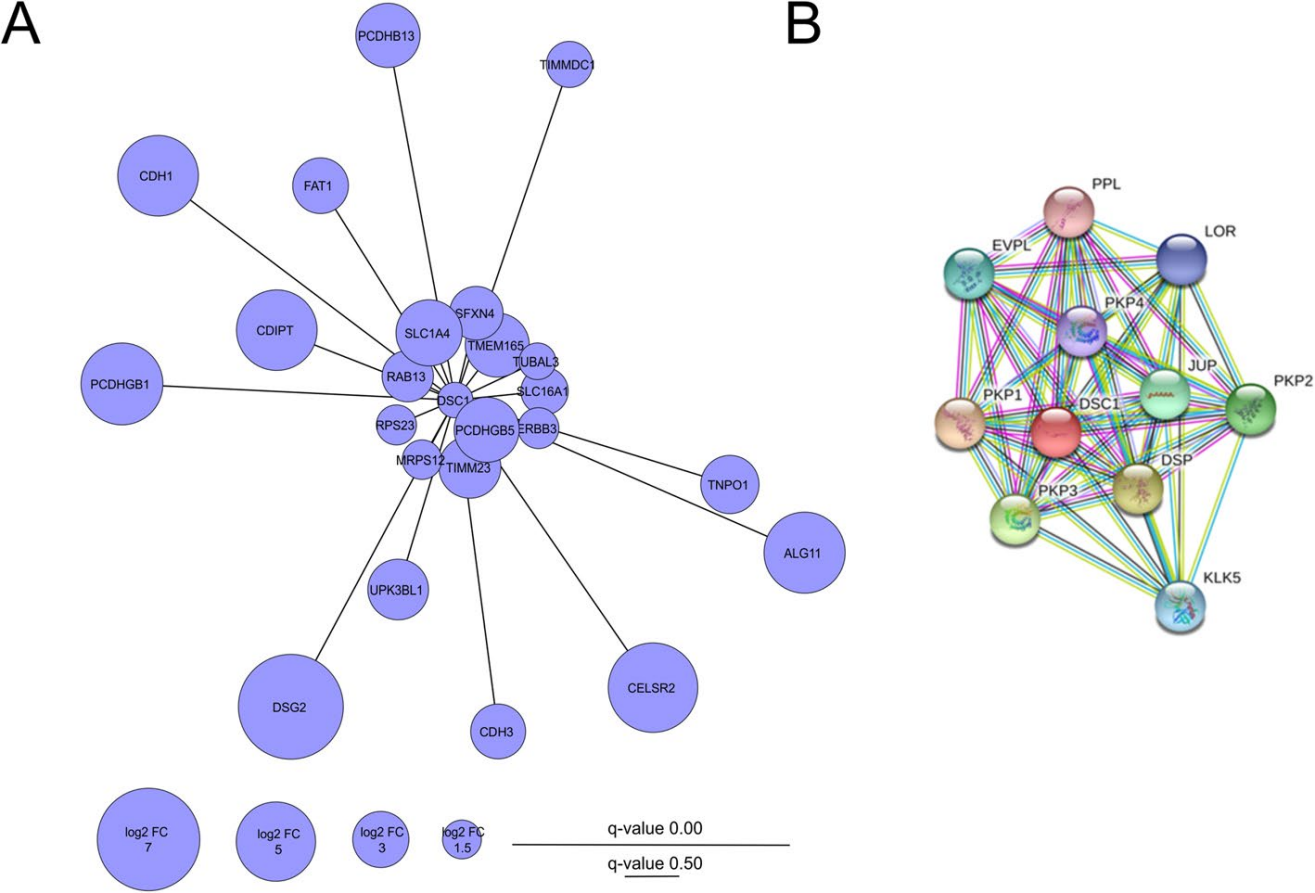
**A** 23 potential interaction partners of DSC1 modulated by parthenolide. **B** Known interaction partners of DSC1 in the STRING database

GSEA of the pull-down identified proteins (Fig. 4) highlights participation of DSC1 potentially interacting proteins in 4 enriched (FDR *q*-value < 0.10) Gene ontology biological process (GOBP) pathways that play a role in cell adhesion (Additional file 6). These pathways involved desmosomal proteins including DSG2, catenin alpha-1 (CTNA1), CDH1 and CDH3, and HER2 that is linked to proliferation regulation. The ability of parthenolide to alter protein–protein interactions of DSC1 with desmosomal proteins was demonstrated by negative enrichment of three GOBP pathways (Fig. 4).

**Fig. 4:**
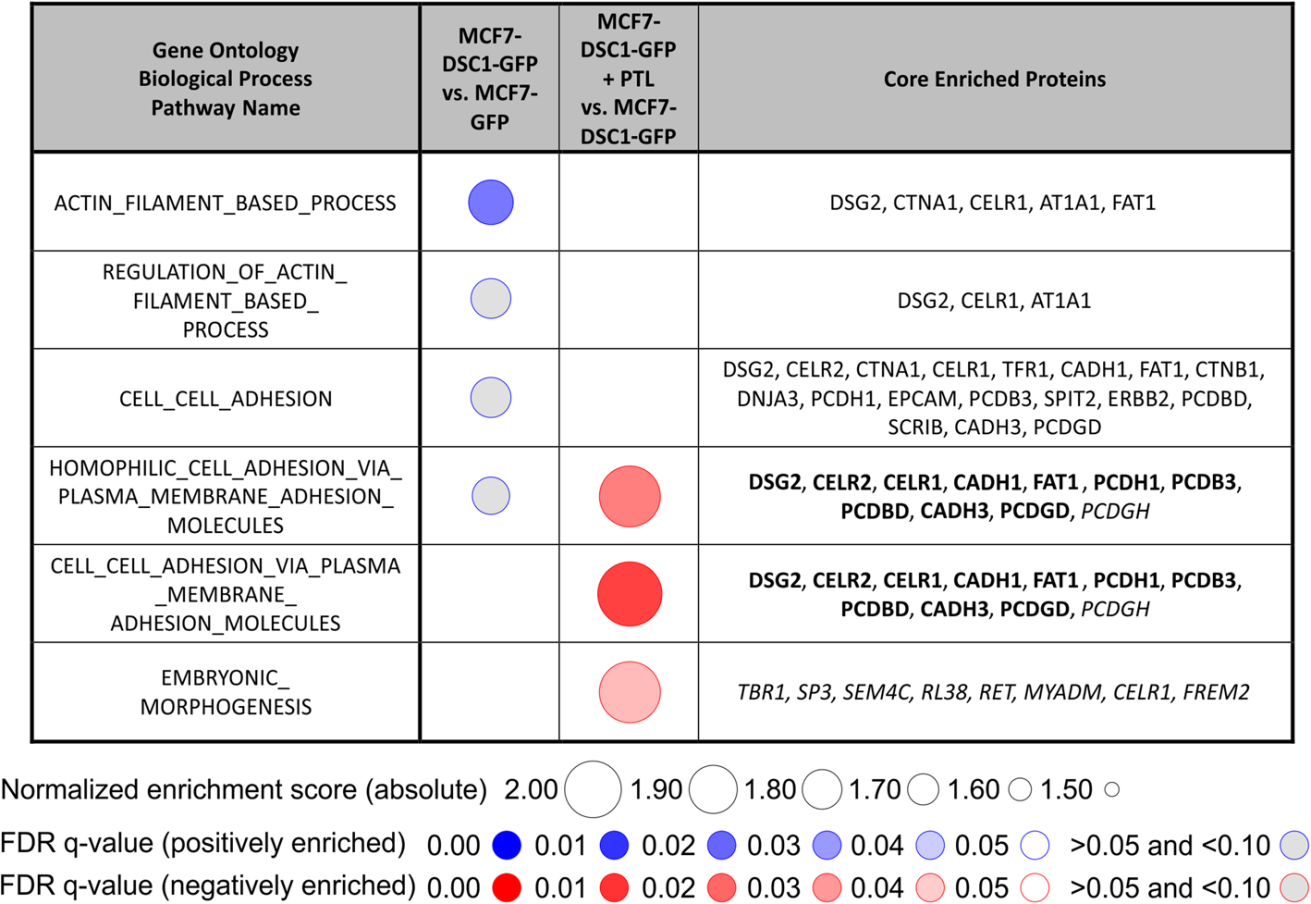
Gene set enrichment analysis of proteins that are not co-expressed with DSC1 and were identified in pull-down from MCF7-DSC1-GFP vs. MCF7-GFP cells treated and untreated with parthenolide. Proteins in italics were enriched in comparison MCF7-DSC1-GFP + PTL vs. MCF7-DSC1-GFP only. Proteins in bold were enriched in both comparisons. *PTL* parthenolide

Analysis of known interacting partners of DSC1 was performed in the STRING database. The interaction site of DSC1 (Fig. 3B) showed mainly interactions of DSC1 with proteins forming the desmosome structures (DSG2) and with proteins envoplakin (EVPL) and periplakin (PPL) that represent components of keratinocytes that contain copious desmosome structures. All proteins illustrated on the interaction map showed score > 0.950 that corresponds with high probability of correctness of these interactions.

In conclusion, pull-down analysis of DSC1 interacting proteins revealed DSC1 to interact not only with cytoskeletal proteins and proteins mediating cell adhesion, but also with proteins regulating cell proliferation, especially tyrosine kinase receptors HER2 and HER3, highlighting possible significant role of DSC1 in breast cancer progression. Moreover, parthenolide was found to modulate DSC1 interacting partners including protein HER3.

## Discussion

DSC1 is a transmembrane protein that maintains cell–cell adhesion as a part of desmosomes [23]. Previous studies suggested DSC1 to play a role in progression of various cancer diseases. For instance, DSC1 was found overexpressed in liver metastasis of colorectal tumors [24] and a lack of DSC1 protein in squamous cell carcinoma was associated with increased patient survival [25]. Moreover, DSC1 was found to positively influence β-catenin, c-myc and cyclin D1 signaling pathways leading to cancer progression [26]. Contradictory to these studies, others showed DSC1 protein to be negatively associated with disease progression. Low expression of desmocollins including DSC1 in colorectal carcinoma was related to higher tumor grade [27]. DSC1 was also overexpressed in primary melanoma and downregulated in melanoma metastases [28].

In the context of breast cancer, our previous study [13] revealed increased protein levels of DSC1 in luminal A breast tumors that invaded regional lymph nodes compared to lymph node negative luminal A breast tumors. Moreover, we confirmed DSC1 to increase migration and invasion of MCF7 breast cancer cell line in vitro [13]. Based on this evidence we suggested that DSC1 could be involved in metastatic mechanisms of luminal A breast tumors.

Herein, we firstly investigated DSC1 modulation in breast cancer. In our previous GSEA analysis of 836 primary breast tumor transcription profiles [11], we identified NF-κB pathway to be associated with positive lymph node status of luminal A patients in general and linked Cdk2 to the high risk of distant metastasis in lymph node negative luminal A patients. Based on these results we proposed a panel of inhibitors of these potential therapeutic targets that previously exhibited ability to suppress luminal A breast cancer in vitro and eventually in vivo. These inhibitors include NF-κB inhibitor parthenolide and Cdk2 inhibitor norcantharidin with which we tested additional NF-κB inhibitor niclosamide. Parthenolide inhibits MCF7 mammosphere formation and proliferation of MCF7 cells in vitro [29] and suppresses MCF7 mice xenografts [30]. Norcantharidin, clinically used drug for liver cancer treatment [31] was shown to repress breast cancer cell growth, adhesion, and migration and to induce apoptosis [32, 33]. Moreover, niclosamide, Food and Drug Administration-approved drug was found to induce inhibition of breast cancer cell growth [34, 35]. In the present study we tested these inhibitors to identify a modulator of DSC1 expression in luminal A breast cancer cells. We revealed that parthenolide significantly decreased DSC1 protein levels in MCF7 cells producing DSC1. Mechanism of parthenolide inhibition of desmosomal proteins is however not well understood to date. Nevertheless, previous studies [36–39] identified parthenolide to covalently bind several protein targets, including NF-κB factors and kinases associated with cancer development. Based on this evidence we conclude possible indirect inhibition of DSC1 by parthenolide.

AFM uncovered DSC1 over-expression in MCF7 cells to cause statistically significant decrease of cell height. This can be assumed as a pro-metastatic effect since reduced cell height was linked to metastatic phenotype [40]. Moreover, AFM revealed significant decrease of cell stiffness after parthenolide treatment in DSC1 overexpressing cells. AFM studies offered contradictory evidence on association between cell stiffness and metastatic potential. Some studies [41–43] showed cancer cells to be more elastic than normal cell lines and connected decreased cell stiffness to activation of EMT and invasion of cancer cells to distant tissue. Other studies [44–46] evidenced increased rigidity of cytoplasmatic membrane to be associated with higher pro-metastatic properties of cancer cells. Our results suggest that both DSC1 and parthenolide treatment influence morphology of MCF7 cell line.

To study molecular mechanisms associated with DSC1 overexpression and its inhibition by parthenolide, we performed analysis of the total proteome and transcriptome using DIA-LC–MS/MS and RNA-Seq, respectively. The most co-expressed genes with DSC1 modulated by parthenolide treatment were IGFBP5 and LACRT. IGFBP5 participates in cell growth, differentiation of human embryonic cells and in homeostasis in adult cells. Moreover, IGFBP5 can regulate IGF-II [47], apoptotic molecules (bax, bcl-2) [48] and p38 MAP kinase and Erk 1/2 signal transduction pathways [49], and thus influences cell proliferation, migration, survival, adhesion, and apoptosis [50–53]. Nevertheless, the reports of the role of IGFBP5 in cellular growth are contradictory, suggesting a complex role of IGFBP5 in cancer cells, as it can either stimulate or inhibit cell proliferation in various cell types [54]. IGFBP5 was revealed to stimulate cell migration in breast cancer [54]. Clinical observations provided supporting evidence that IGFBP5 is associated with metastasis and the aggressive tumor phenotype in breast cancer [55–58]. IGFBP5 was found overexpressed in breast tumors compared to normal breast tissues [59–61]. Hao et al. showed increased expression of IGFBP5 in lymph node metastases of breast carcinoma [57] and Li et al. demonstrated association between increased transcript levels of IGFBP5 and axillary lymph node metastasis and estrogen receptor expression in breast tumors [62]. Increased transcript levels of IGFBP5 also correlated with decreased survival of lymph node negative and estrogen receptor negative patients [62]. Contrary to these findings, IGFBP5 was found to inhibit growth of breast cancer cells in vitro and in vivo [48] and IGFBP5 overexpression was associated with improved breast cancer patient outcome in another study [63]. This inconsistency in suggestions of IGFBP5 role in breast cancer could be due to IGFBP5 protein cellular localization that seems to affect its ability to promote or inhibit breast cancer progression [64]. Tumor tissues mainly contain cytoplasmic IGFBP5, whereas cell lines with exogenously introduced IGFBP5 include mainly nuclear IGFBP5 acting as a growth inhibitor. Change of IGFBP5 localization from nucleus to cytoplasm switched IGFBP5 to a promoter of growth and migration [64]. This is in agreement with clinical observations indicating cytoplasmic IGFBP5 as a marker of poor prognosis [64]. LACRT is a glycoprotein that functions as a mitogen and promotes homeostasis and proliferation in human corneal epithelial cells [65, 66]. Mitogenic function of LACRT via NFAT and mTOR activation was observed in human embryonic kidney cells and human corneal epithelial cells [67]. LACRT was found expressed in normal breast tissue, breast tumors and breast cancer cell lines [68]. Amplification of LACRT gene was reported to be associated with invasion of breast tumors and was suggested as a marker for circulating breast cancer cells [69] which indicates connection of LACRT to metastatic behavior of breast tumors. These results suggest that DSC1-related molecular mechanisms supporting the lymph node metastasis development of luminal breast tumors could be associated with IGFBP5, known regulator of cell growth, migration, and proliferation, and with proliferation-promoting protein LACRT.

We further showed DSC1 overexpression to be associated with enrichment of MCM pathway that consists of CDK2 and MCM subunits 2–7. CDK2 binds to cyclin partners and promotes cell cycle progression [70, 71], whereas MCM2-7 complex acts as helicase and enables DNA replication during the S phase of the cell cycle [72]. Enrichment of this pathway supports the findings of association between DSC1 and proteins involved in proliferation in MCF7 breast cancer cells with potential to promote breast tumor aggressiveness and metastatic behavior.

Mechanisms of parthenolide-induced DSC1 inhibition include downregulation of IGFBP5 and LACRT together with proliferative proteins of MCM pathway. From these results we suggest that parthenolide treatment could target cellular mechanisms connected to DSC1 in luminal A breast cancer cells.

We have next focused on cellular mechanisms associated with DSC1 via protein–protein interactions. Previously known interaction partners of DSC1 include desmosomal proteins involved in cell adhesion and proteins related to epithelial cell phenotype. In concordance with main role of DSC1 in mediating cell adhesion through desmosome formation and interactions with desmosomal proteins [73, 74], potential DSC1 interacting proteins identified in our pull-down experiment involve mainly cadherins, namely DSG2, CDH1, CDH3 and several protocadherins. Cadherins typically participate in cell–cell adhesion, however cadherins are also known to interact with junctional proteins (such as β-catenin) and with growth factor receptors and thus can affect cell proliferation, motility, and survival [75]. CDH1 is a tumor suppressor that inhibits multiple steps of metastatic cascade [76]. CDH3 is a vital protein in maintenance of correct tissue architecture [77]. In breast cancer, overexpression of CDH3 is connected to more aggressive tumor behavior and poor patient survival [78, 79]. We found DSC1 to interact also with tyrosine kinase receptors HER2 and HER3 and parthenolide to modulate this DSC1-HER3 interaction. HER2 is an oncogene that serves as a very important clinical marker and therapeutic target in breast cancer [80]. HER3 is known to participate in oncogenic signaling through activation of the PI-3 K/Akt pathway and Src kinase, which induces cell proliferation and survival [81–83]. Further, HER3 is important for cell motility and enhances metastatic potential of breast tumor cells [84]. Increased expression of HER3 in multiple cancer diseases including breast cancer results in decreased patient survival [85] and treatment failures in cancer therapy [86–88]. Based on the results of this study supporting previous evidence of DSC1 role in breast cancer metastasis we conclude that DSC1 could participate in breast tumor progression by co-expression with genes involved in cell proliferation in the early stage of the disease, and support the formation of secondary tumors via physical interactions of DSC1 protein with proteins maintaining cellular adhesion in the later stage of the disease.

## Conclusions

We show association of DSC1, protein previously linked with lymph node metastasis of luminal A breast tumors, with increased metastatic potential of luminal A breast cancer cells in vitro. Although DSC1 is primarily involved in cell adhesion, proteomics and transcriptomics analysis reveal DSC1 to increase expression of IGFBP5 and LACRT and to positively regulate pathway of cell proliferation. Moreover, our results indicate potential regulation of DSC1 by NF-κB inhibitor parthenolide as we identified parthenolide to reduce DSC1 protein levels in MCF7 breast cancer cells as well as expression of IGFBP5, LACRT genes and proliferative pathway. Besides cell adhesion proteins as CDH1, CDH3 and DSG2, DSC1 interacts with tyrosine kinase receptors HER2 and HER3. Our data indicate that DSC1 is connected to cell migration, invasion, and cell cycle regulation in luminal A breast cancer cells, and can be effectively modulated by parthenolide. Based on these results we conclude that DSC1 could be involved in breast tumor proliferation and development in the early stage, and in tumor cell adhesion to metastatic sites in the later stage of the disease supporting generation of secondary tumors.

### Supplementary Information

**Additional file 1: Fig. S1.** Western blot analysis of DSC1 modulation using inhibitors niclosamide, norcantharidin and parthenolide. (A) processed images, (B) raw image of immunoblotting with anti-DSC1 antibody, (C) raw image of immunoblotting with anti-ACTB antibody. Tab. S1 Statistical evaluation of semiquantitative analysis of effect of inhibitors on protein levels of DSC1 longer and shorter isoforms. Fig. S2 (A) Representative chromatograms of iRT peptides measured in the total proteome experiment displayed in Skyline software, (B) iRT calibration chart used in the directDIA analysis in Spectronaut software. Tab. S2 Proteins significantly up-regulated after DSC1 overexpression. Fig. S3 Western blot verification of SBP tag presence in control MCF7-GFP cells and MCF7-DSC1-GFP cells used for pull-down identification of DSC1 protein interaction partners. Antibodies: Anti-SBP-tag (left), Anti-DSC1 (right) and Anti-ACTB (down).

**Additional file 2.** Total proteome experiment results. A) Mass spectrometry protein group level data from total proteome experiment comparing protein levels in MCF7-DSC1-GFP and control MCF7-GFP cell line. B) Mass spectrometry protein group level data from total proteome experiment comparing protein levels in MCF7-DSC1-GFP cell line treated with parthenolide and MCF7-DSC1-GFP cell line treated with DMSO. C) Mass spectrometry protein group level data from total proteome experiment comparing protein levels in MCF7-GFP cell line treated with parthenolide and MCF7-GFP cell line treated with DMSO. D) Mass spectrometry protein group level data from total proteome experiment comparing protein levels in MCF7-DSC1-GFP cell line treated with parthenolide and MCF7-GFP cell line treated with parthenolide.

**Additional file 3.** Results of RNA-Seq analysis of total transcriptome. 

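Additional file 3 gives, for each protein-coding gene, the authors' DESeq2 test of the groups named in its parts, with a log2 FC, a Wald statistic, a p-value and an adjusted p-value. The authors' own test results held 17179 protein-coding genes. At an adjusted p under 0.05 and a log2 FC above 1 in size, they list 276 genes as higher and 269 as lower in MCF7-DSC1-GFP than in MCF7-GFP cells with DMSO. With PTL they list 483 as higher and 655 as lower in MCF7-DSC1-GFP cells, and 635 as higher and 1081 as lower in MCF7-GFP cells. Between the lines with PTL, 396 were higher and 261 lower in MCF7-DSC1-GFP cells. Dividing the raw by the authors' normalized counts gave a factor that differed from gene to gene within a library. In MCF7-DSC1-GFP PTL replicate 1, the 5th, 50th and 95th percentiles over 5650 genes were 0.55, 0.63 and 0.698.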

A) RNA-Seq protein-coding transcript level data from transcriptomics experiment comparing transcript profiles in MCF7-DSC1-GFP and control MCF7-GFP cell line. B) RNA-Seq protein-coding transcript level data from transcriptomics experiment comparing transcript profiles in MCF7-DSC1-GFP cell line treated with parthenolide and MCF7-DSC1-GFP cell line treated with DMSO. C) RNA-Seq protein-coding transcript level data from transcriptomics experiment comparing transcript profiles in MCF7-GFP cell line treated with parthenolide and MCF7-GFP cell line treated with DMSO. D) RNA-Seq protein-coding transcript level data from transcriptomics experiment comparing transcript profiles in MCF7-DSC1-GFP cell line treated with parthenolide and MCF7-GFP cell line treated with parthenolide.

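Gene set enrichment analysis asks whether the genes of a pathway gather at the top or the bottom of a ranking of all genes. According to the methods, the genes were ranked by the sign of the log2 FC times the negative log2 of the q-value, and the BioCarta collection was searched. The core genes of an enriched pathway are those up to the peak of its running score where the enrichment is positive, and those from the low point of the score onwards where it is negative. Taken from the authors' own RNA-Seq tests, the 19 genes of the MCM pathway list had a median log2 FC of -0.99 with PTL in MCF7-DSC1-GFP cells, with 12 lower and 0 higher at an adjusted p under 0.05. In MCF7-GFP cells their median was -1, with 15 lower and 0 higher. Between the lines the authors' tests had 2 higher and 0 lower with DMSO, at a median of 0.05, and 3 higher and 0 lower with PTL, at a median of 0.22.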

**Additional file 4.** Results of Gene Set Enrichment Analysis (GSEA) of A) total proteome data and B) transcriptomics data including GSEA enriched pathways and core enriched genes.

**Additional file 5.** Results of the pull-down identification of DSC1 protein interaction partners. A) Mass spectrometry protein group level data from pull-down experiment comparing protein levels in MCF7-DSC1-GFP and control MCF7-GFP cell line pull-downs. B) Mass spectrometry protein group level data from pull-down experiment comparing protein levels in MCF7-DSC1-GFP cell line treated with parthenolide and MCF7-DSC1-GFP treated with DMSO cell line pull-downs. C) Proteins significantly upregulated (*q*-value < 0.05 and Log2 FC > 1) in pull-down without parthenolide (PTL) treatment (comparison MCF7-DSC1-GFP vs. MCF7-GFP) and not statistically significantly upregulated in total proteome analysis (either "*q*-value > 0.05 when Log2 FC > 0" or "Log2 FC < 0" or not identified) in total proteome comparison MCF7-DSC1-GFP vs. MCF7-GFP.

**Additional file 6.** Results of Gene Set Enrichment Analysis (GSEA) of pull-down data including GSEA enriched pathways and core enriched genes.

## Data Availability

The raw mass spectrometry proteomics data and output files for the total proteome and pull-down analyses have been deposited in the ProteomeXchange Consortium via the Proteomics Identifications (PRIDE) partner repository (http://www.ebi.ac.uk/pride/archive/) with the dataset identifier PXD041029. The raw and processed RNA-Seq data have been deposited in NCBI's Gene Expression Omnibus [89] and are accessible through GEO Series accession number GSE228017 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE228017).

## Abbreviations

ACN: Acetonitrile
AFM: Atomic force microscopy
CDH1: Cadherin 1
CDH3: Cadherin 3
CDK2: Cyclin-dependent kinase 2
CTNA1: Catenin alpha-1
DIA: Data independent acquisition
DMEM: Dulbecco's Modified Eagle´s Medium
DMSO: Dimethyl sulfoxide
DSC1: Desmocollin-1
DSG2: Desmoglein 2
ECL: Enhanced chemiluminescence
EVPL: Envoplakin
FA: Formic acid
FASP: Filter-aided sample preparation
FBS: Fetal bovine serum
GFP: Green fluorescent protein
GOBP: Gene ontology biological process
GSEA: Gene set enrichment analysis
HCD: Higher-energy collisional dissociation
HER2: Receptor tyrosine-protein kinase erbB-2
HER3: Receptor tyrosine-protein kinase erbB-3
IGFBP5: Insulin-like growth factor-binding protein 5
LACRT: Extracellular glycoprotein lacritin
LC–MS/MS: Liquid chromatography-tandem mass spectrometry
MCM: Minichromosome maintenance
NF-κB: Nuclear factor kappa-light-chain-enhancer of activated B cells
PBS: Phosphate buffered saline
PPL: Periplakin
RNA-Seq: RNA sequencing
SBP: Streptavidin-binding peptide

# Supplementary material for: Desmocollin-1 is associated with pro-metastatic phenotype of luminal A breast cancer cells and is modulated by parthenolide
**Source:** Cell Mol Biol Lett. 2023 Aug 24;28:68. doi: 10.1186/s11658-023-00481-6
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Western blot analysis of DSC1 modulation using inhibitors niclosamide, norcantharidin and parthenolide. (A) processed images, (B) raw image of immunoblotting with anti-DSC1 antibody, (C) raw image of immunoblotting with anti-ACTB antibody. Tab. S1 Statistical evaluation of semiquantitative analysis of effect of inhibitors on protein levels of DSC1 longer and shorter isoforms. Fig. S2 (A) Representative chromatograms of iRT peptides measured in the total proteome experiment displayed in Skyline software, (B) iRT calibration chart used in the directDIA analysis in Spectronaut software. Tab. S2 Proteins significantly up-regulated after DSC1 overexpression. Fig. S3 Western blot verification of SBP tag presence in control MCF7-GFP cells and MCF7-DSC1-GFP cells used for pull-down identification of DSC1 protein interaction partners. Antibodies: Anti-SBP-tag (left), Anti-DSC1 (right) and Anti-ACTB (down).

**Additional file 1: Tables and Figures**

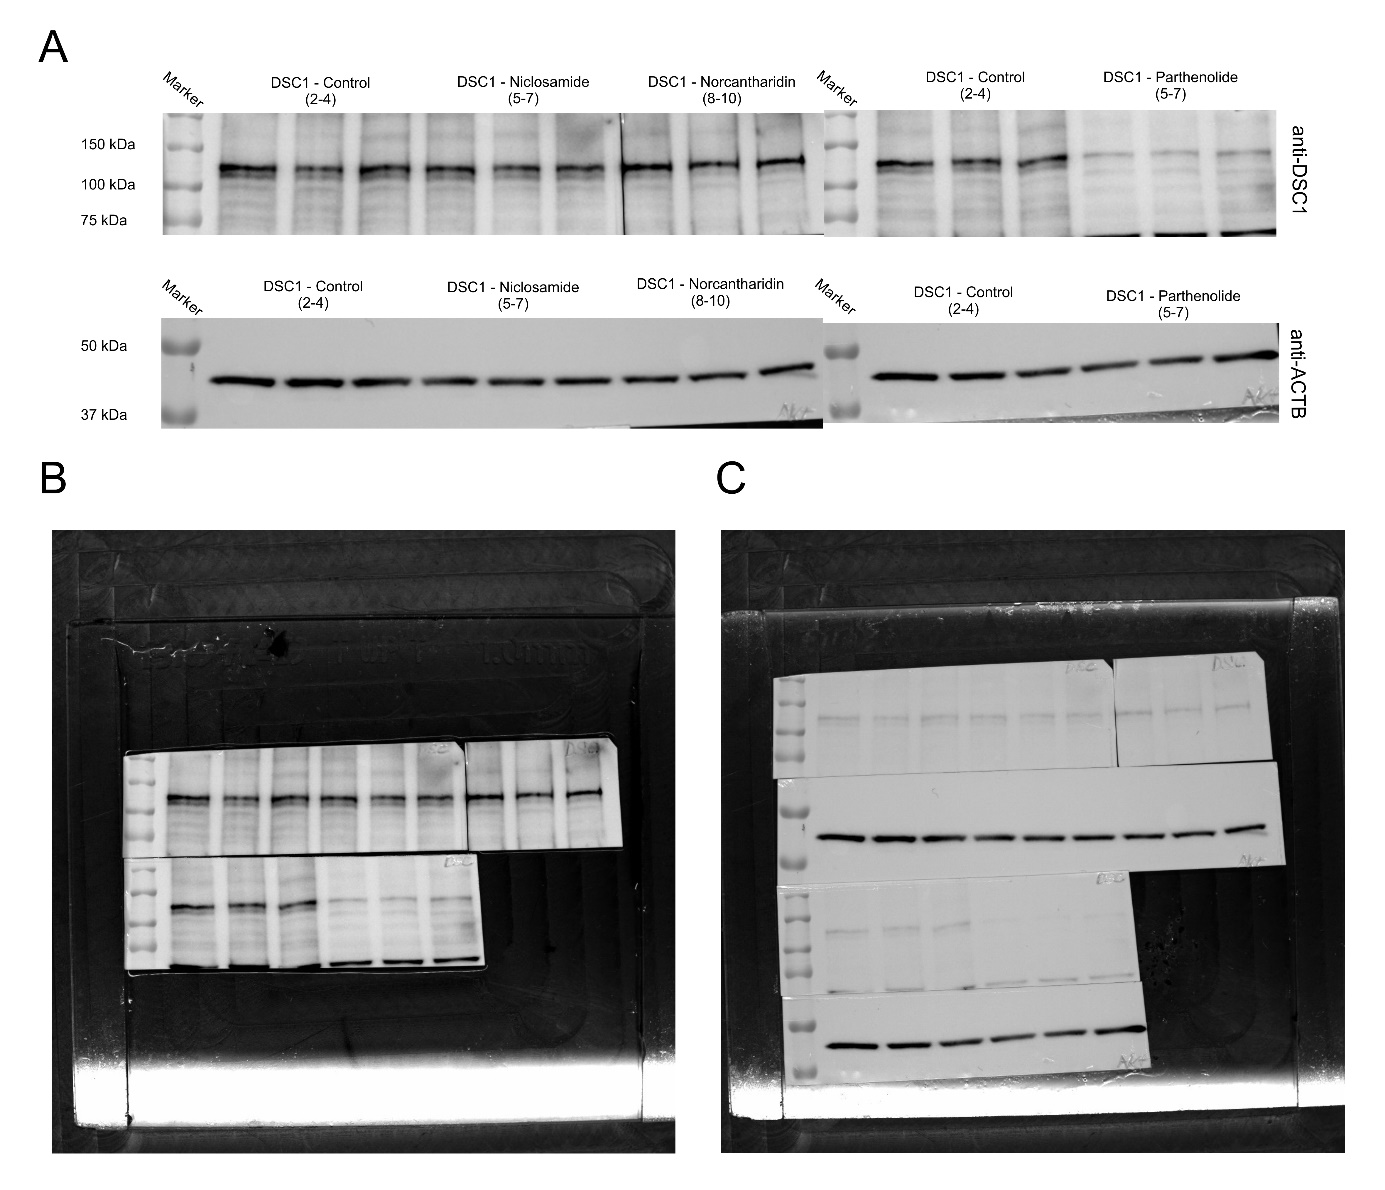

**Fig. S1** Western blot analysis of DSC1 modulation using inhibitors niclosamide, norcantharidin and parthenolide. (A) processed images, (B) raw image of immunoblotting with anti-DSC1 antibody, (C) raw image of immunoblotting with anti-ACTB antibody

**Table S1** Statistical evaluation of semiquantitative analysis of effect of inhibitors on protein levels of DSC1 longer and shorter isoforms.

| **Preprotein of DSC1 - longer isoform** | | | | | |
| --- | --- | --- | --- | --- | --- |
|  | Control | Niclosamide | Norcantharidin | Control | Parthenolide |
| DSC1 : ACTB ratio (1.-3. replicate) | 0.61 | 0.88 | 1.37 | 0.69 | 0.45 |
|  | 0.89 | 0.73 | 1.03 | 0.76 | 0.29 |
|  | 0.91 | 0.83 | 0.89 | 0.89 | 0.27 |
| Mean | 0.80 | 0.81 | 1.10 | 0.78 | 0.34 |
| Standard deviation | 0.1382 | 0.0624 | 0.1986 | 0.0823 | 0.0834 |
| **T-test** |  | **0.94** | **0.16** |  | **0.01** |
| Fold Change | 1 | 1.01 | 1.35 | 1 | 0.429 |
| **Active form of DSC1 - shorter isoform** | | | | | |
|  | Control | Niclosamide | Norcantharidin | Control | Parthenolide |
| DSC1 : ACTB ratio (1.-3. replicate) | 0.49 | 0.68 | 0.45 | 0.38 | 0.00 |
|  | 0.47 | 0.49 | 0.35 | 0.43 | 0.00 |
|  | 0.67 | 0.52 | 0.41 | 0.46 | 0.15 |
| Mean | 0.54 | 0.56 | 0.40 | 0.42 | 0.05 |
| Standard deviation | 0.1136 | 0.1006 | 0.0492 | 0.0409 | 0.0884 |
| **T-test** |  | **0.85** | **0.12** |  | **0.00** |
| Fold Change | 1 | 1.03 | 0.721 | 1 | 0.121 |

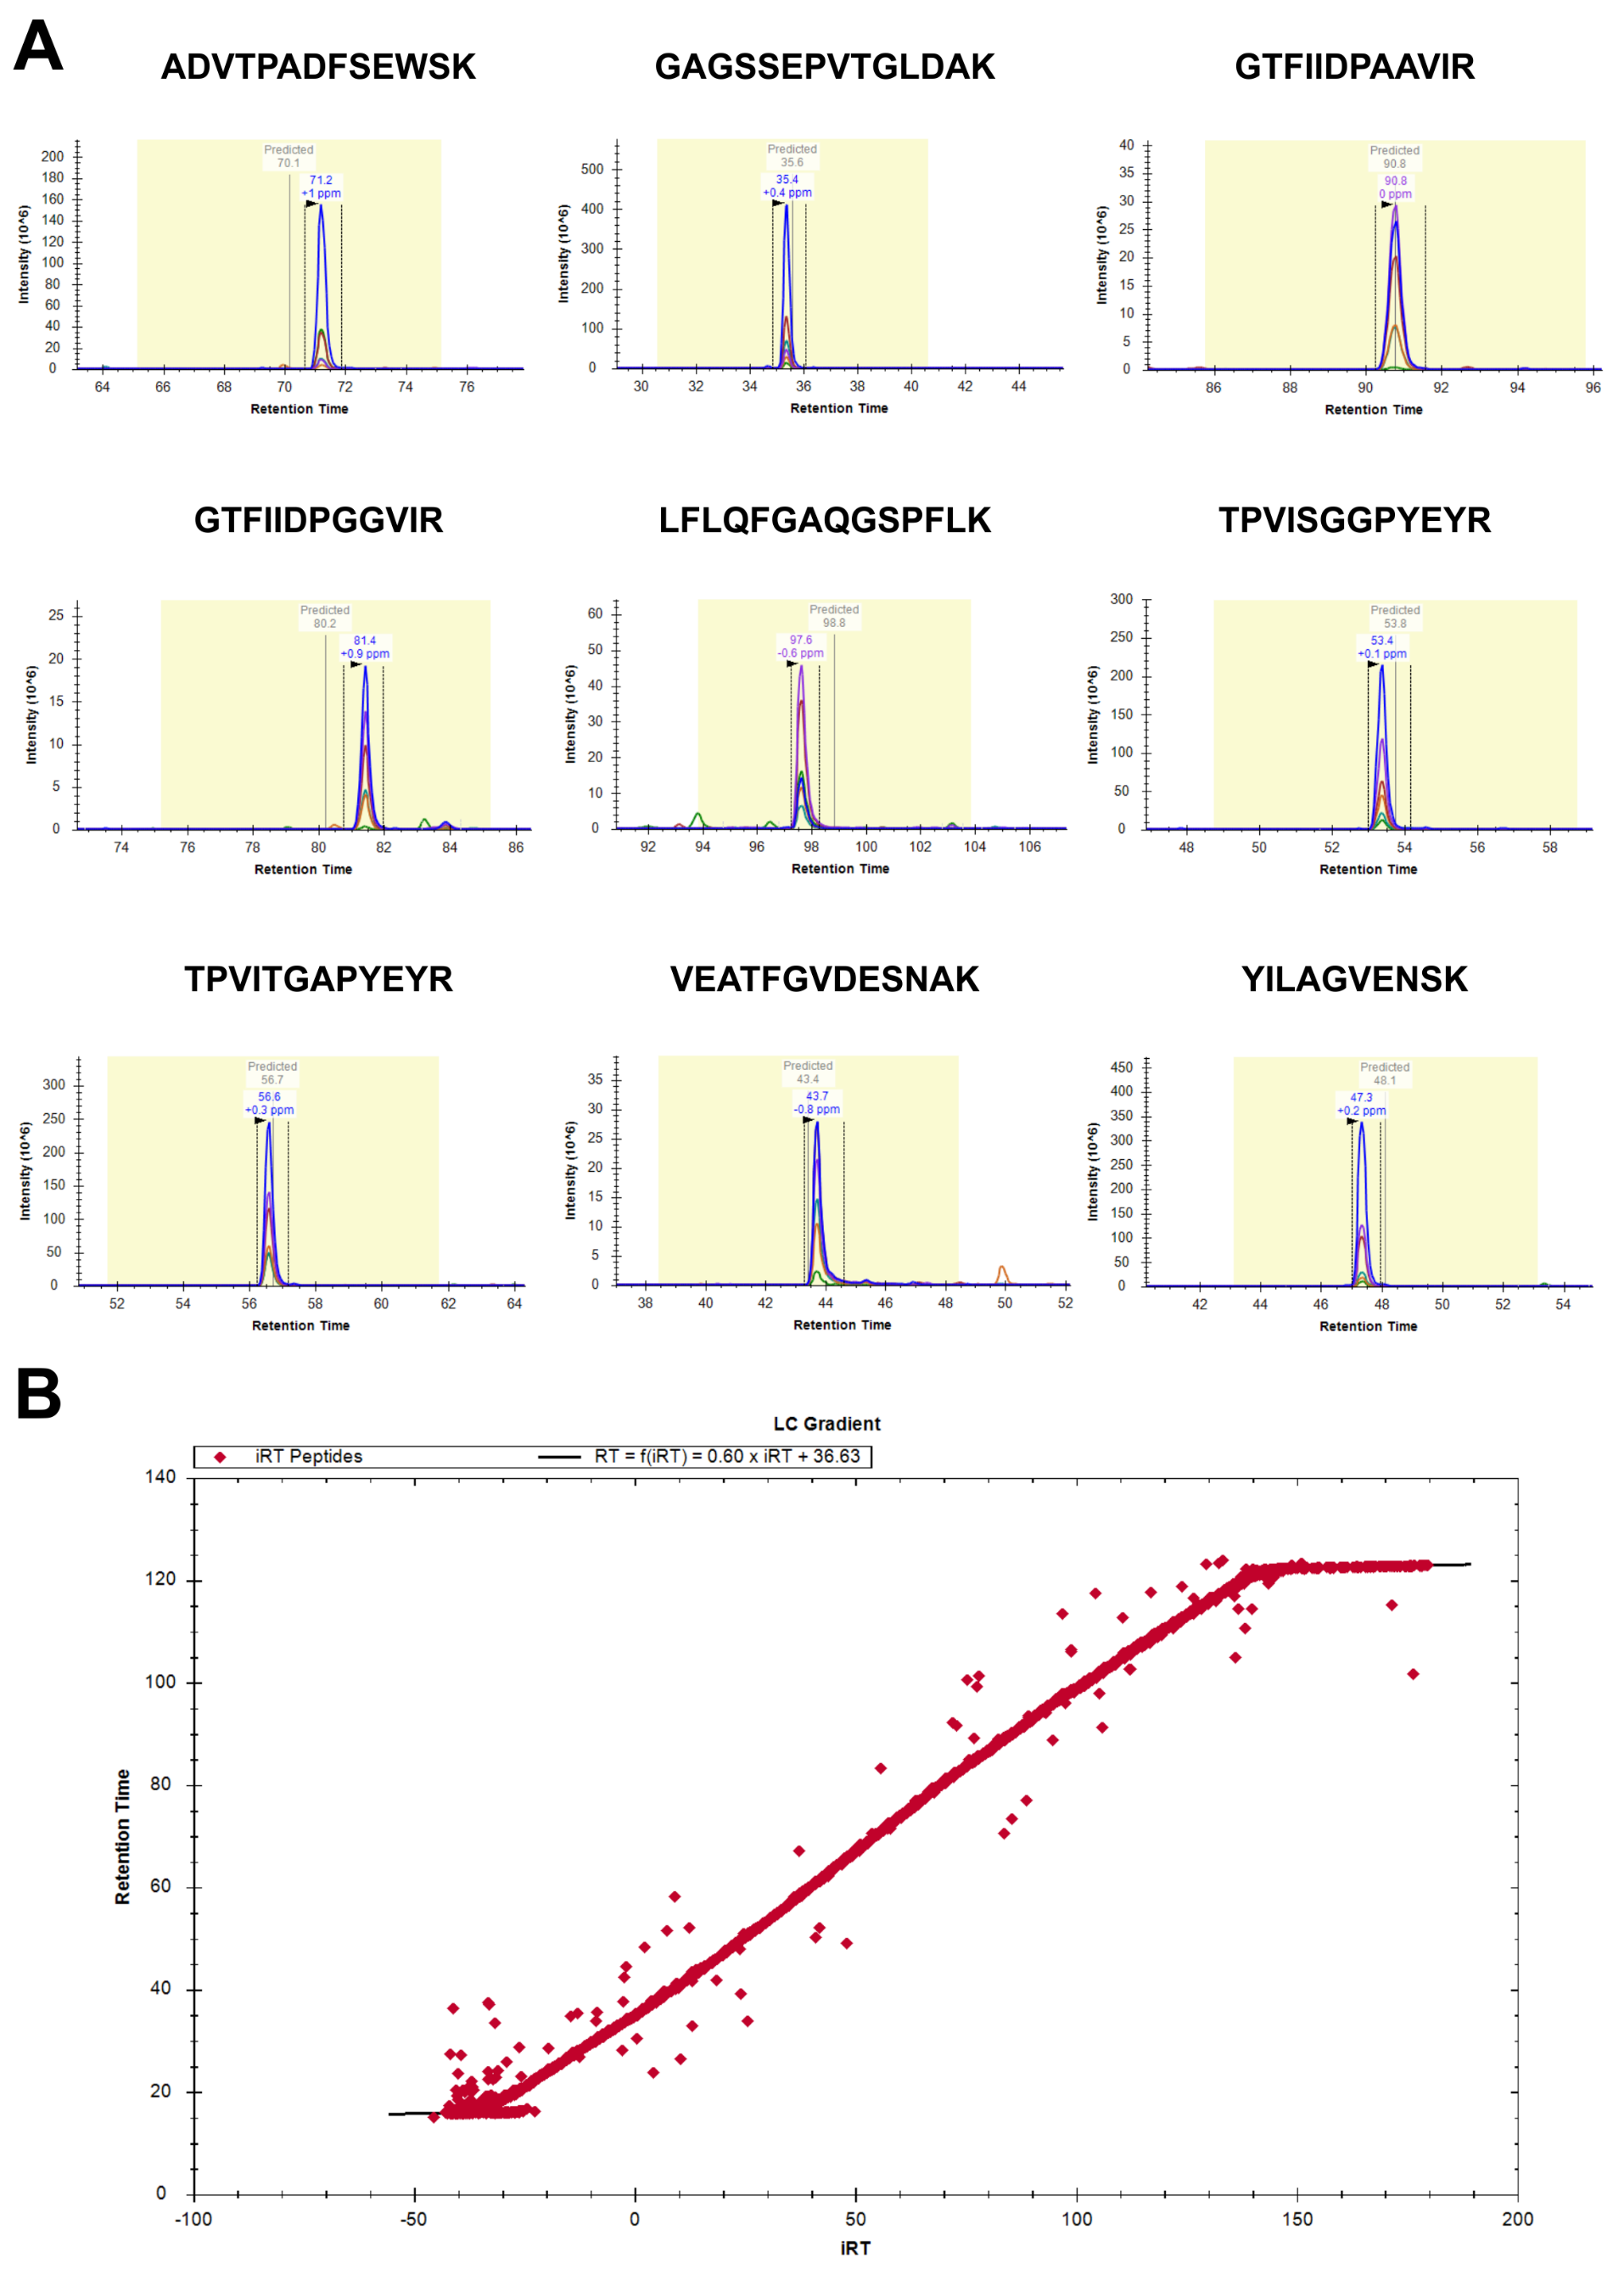

**Fig. S2** (A) Representative chromatograms of iRT peptides measured in the total proteome experiment displayed in Skyline software, (B) iRT calibration chart used in the directDIA analysis in Spectronaut software.

**Table S2** Proteins significantly up-regulated after DSC1 overexpression.

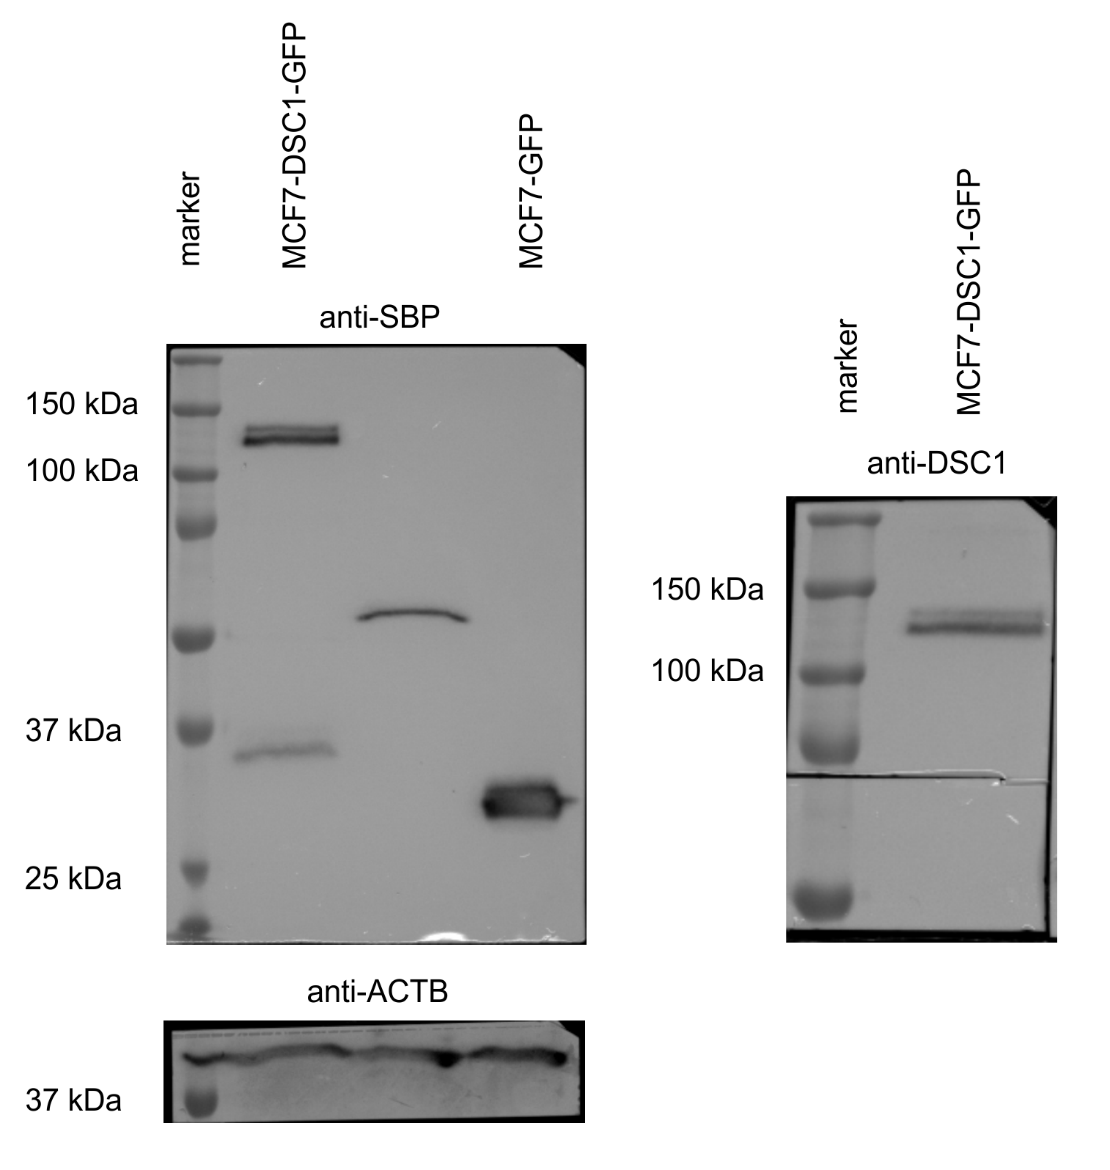

**Fig. S3** Western blot verification of SBP tag presence in control MCF7-GFP cells and MCF7-DSC1-GFP cells used for pull-down identification of DSC1 protein interaction partners. Antibodies: Anti-SBP-tag (left), Anti-DSC1 (right) and Anti-ACTB (down).

How the deposited data were processed for this re-analysis (not part of the article)

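RNA-Seq measured transcripts in MCF7-GFP and MCF7-DSC1-GFP cells treated for 24 h with DMSO or 12.8 µM PTL, with 2 libraries in each of 4 groups. The authors' summary of the methods gives Trimmomatic 0.36, STAR 2.5.2b, Subread 1.5.2 and DESeq2 1.22.2 in R 3.5.3. The authors deposited a table of raw values per gene and library, whose unit is the count: whole numbers of reads per gene. A second deposited table holds normalized counts, a signal scaled by the authors for each library. The authors also deposited test results for each comparison, with a log2 fold change in log2 units, a p-value and an adjusted p-value. The score column of the authors' tests is the Wald statistic of DESeq2. The authors' ratio of raw to normalized count varied between genes within a library, so their scaling cannot be given as a single factor per library. The strand setting of the counting and the release of the gene annotation were not found in the sources used, so overlapping and antisense genes carry some doubt. Gene positions were taken from GENCODE release 44 on GRCh38, where 32483 of the 32917 gene IDs of the table and 17770 of the 17962 tested IDs were found. Genes were matched by ID, since 7 symbols of the table read as dates.

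The raw counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 17962 genes. Library sizes were scaled by TMM, with factors from 0.8797 to 1.0659. A negative binomial model with a coefficient for each of the 4 groups was fitted to all 8 libraries, and quasi-likelihood F-tests covered the 4 comparisons of the paper and the difference of the PTL effect between the lines. The p-values were adjusted by the Benjamini-Hochberg method over all tested genes. Standard errors were derived as the log2 fold change divided by the square root of its F statistic, which is of no use where all libraries of a group are at 0, and no such value is given. Log2 CPM values for list tests, principal components and replicate differences used a prior count of 2, and the plotted CPM values used none. Total counts per library ranged from 22462186 to 41182824. At this depth and with 2 libraries per group, genes changed by 1, 2 or 4 on the log2 scale were recovered in 64.2, 74.6 and 93.9% of cases for the comparison of the lines with DMSO, when tested on simulated data. For PTL in MCF7-DSC1-GFP cells the shares were 67.2, 80.6 and 97%, and for the difference between the lines 31.3, 71.6 and 89.4%. In the simulation, 5 to 15 unchanged genes were called in error per comparison. It drew independent libraries with the same spread in all 4 groups. The shares and false calls therefore do not cover the wider spread of the PTL groups or deviations shared between their libraries. Replicates differed by far more than counting noise, with a ratio of chi-square to degrees of freedom of 26.64 for MCF7-GFP with DMSO, 19.41 for MCF7-DSC1-GFP with DMSO, 124.39 for MCF7-GFP with PTL and 297.98 for MCF7-DSC1-GFP with PTL. The groups had 2 libraries each, so no test of other splits of the samples was made.

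Gene lists, tests, comparisons, the rule for named genes and the alternatives were fixed before the data were examined. The 27 lists were the MCM pathway list, MCM2-7 and CDK2, G1/S genes, G2/M genes, replication-dependent histones, the proliferation proteins, adhesion proteins, Table 1 genes, VDR pathway core proteins and pull-down partners named by the paper, desmosome genes, adherens and tight junction genes, luminal markers, basal and mesenchymal markers, fibroblast and immune markers, estrogen receptor targets, NF-kB targets, NRF2 targets, heat shock genes, ATF4 targets, chaperones of the endoplasmic reticulum, p53 targets, cholesterol synthesis genes, interferon-stimulated genes, the insulin-like growth factor axis, actin cytoskeleton and YAP targets, and mitochondrially encoded genes. The lists not named by the paper were written from textbook knowledge, and the MCM pathway list was completed from memory of the BioCarta pathway, which itself was not used here. Each list was tested with camera at a preset correlation between genes of 0.01, adjusted over the 27 lists of a comparison, and again with the correlation estimated from the residuals. The second version rests on the few residual degrees of freedom of 8 libraries in 4 groups, so few lists can pass it. For the MCM pathway list the estimate was 0.002, under the preset value. Its adjusted p with PTL in MCF7-DSC1-GFP cells still went from 6.2e-05 to 0.13. Fry, which asks whether the genes of a list move on balance in either direction without comparing them with other genes, and pre-ranked fgsea 1.28.0 were run beside it.

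Genes were named by a rule. It took every gene the paper names for RNA-Seq and the MCM pathway list, and per comparison the 10 protein-coding genes with the largest rise and the 10 with the largest fall that passed the thresholds with libraries apart and an average log2 CPM of at least 1. It also took up to 4 members of each list with the smallest adjusted p, up to 10 genes each way for the difference between the lines, and 5 genes of other biotypes each way. The values of Table 1 had been seen in the paper before the rule was written. Neighbours of the Table 1 genes on chromosome 15 were tested within 5 Mb, with 2 and 10 Mb as alternatives, and the genome was scanned in windows of 20 consecutive genes against 100 random gene orders. This test was chosen because the published table had shown several genes from that region. The tests of the stretch that the scan found were added after the scan.

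The alternatives were DESeq2 1.42.0, RLE normalization, library size alone, the authors' factors as offsets, no filter on low counts, at least 10 counts in every library, only the 4 libraries of the compared groups, replicate numbers as a block, protein-coding genes only, and each library left out in turn. When a library was left out, the remaining library of its group was assumed to vary like the other groups. Random steps used the seed 20240607. The proteomics, the pull-down, microscopy and the data on patients were not analysed here.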

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

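Of the tests weighed here, those of single-gene regulation inside the stretch of chromosome 15, of the count of neighbours more than 2-fold higher and of the excess of the neighbours over all genes were chosen after the values were seen, and the others were set before theirs.

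The effect of PTL differed between the cell lines for the protein-coding genes TXNIP (1.57), AGR2 (1.55), ZNF704 (1.48), MAP1B (1.25) and PCDH10 (-1.45), given as the log2 change in MCF7-DSC1-GFP minus that in MCF7-GFP cells. With library size alone or with the authors' factors, none of these genes passed. A test of the difference between the lines picked them out, and each lost its call without any of the 6 libraries outside the MCF7-DSC1-GFP PTL group, where no gene passed.

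The same test over gene lists picked out G2/M genes (adjusted p = 8.4e-13), G1/S genes (0.0025), histones (0.0036), estrogen receptor targets (0.0064), the MCM pathway list (0.023) and NRF2 targets (0.023). The first 5 fell less and the last rose less with PTL in MCF7-DSC1-GFP than in MCF7-GFP cells. With an estimated correlation none passed, with adjusted p-values of 0.59, 0.68, 0.71, 0.67, 0.59 and 0.67 in this order. For single genes over the list alone, 16 of 30 G2/M genes, 3 of 30 G1/S genes, 3 of 16 histones, 6 of 25 estrogen receptor targets and 0 of 19 MCM pathway genes passed upwards, and 2 of 24 NRF2 targets passed upwards and 7 downwards. Over all genes none passed in edgeR, where at an unadjusted p under 0.05 there were 22, 11, 5, 8 and 1 genes upwards and for NRF2 targets 2 upwards and 9 downwards. DESeq2 passed 8, 2, 2, 0 and 0 genes upwards and for NRF2 targets 1 upwards and 5 downwards. Without MCF7-DSC1-GFP PTL replicate 1 the adjusted p was 0.22 for G1/S genes, 0.41 for histones, 0.27 for estrogen receptor targets, 0.28 for the MCM pathway list and 0.25 for NRF2 targets. Without MCF7-DSC1-GFP DMSO replicate 1 it was 0.063 for histones, 0.056 for estrogen receptor targets, 0.07 for the MCM pathway list and 0.14 for NRF2 targets. The MCM pathway list also lost its call without MCF7-GFP DMSO replicate 2 (0.058) or MCF7-GFP PTL replicate 1 (0.062), and NRF2 targets without MCF7-GFP DMSO replicate 1 (0.085) or MCF7-GFP PTL replicate 1 (0.062). With library size alone the adjusted p was 0.051 for NRF2 targets and 0.051 for the MCM pathway list, and with the authors' factors it was 0.069 for the MCM pathway list.

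Genes of other biotypes, which the paper does not report on, passed the same thresholds in numbers of 138 between the lines with DMSO, 353 with PTL in MCF7-DSC1-GFP cells, 570 with PTL in MCF7-GFP cells and 159 between the lines with PTL. Examples are the pseudogene NMRAL2P (log2 FC = 4.34 ± 0.40 with PTL in MCF7-DSC1-GFP cells, adjusted p = 0.00023) and the long non-coding RNA LINC01468 (-2.71 ± 0.19 between the lines with DMSO, adjusted p = 9.7e-05).

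The protein-coding genes from 49621037 to 52569883 of chromosome 15 that are outside Table 1 had a median log2 FC between the lines of 2.02 with DMSO and 2.28 with PTL, a signal in genes that the paper does not discuss. The median of 2.02 lay above the highest window of 0.49 in random gene orders, which pass through the same choice of window. That bound is for 20 genes, and these 14 are part of a window chosen for its height with DMSO, so 2.02 was partly fixed by the choice. The PTL libraries took no part in the choice with DMSO. There the median was 2.28 with 13 of the 14 genes higher, which argues against regulation of single listed genes with unmoved neighbours. The lowest median of the stretch over all scalings was 1.9, so the choice among them does not account for the higher values. These scalings gave medians over all genes from -0.06 to 0.01, too alike to test normalization further. A larger number of copies of this stretch in MCF7-DSC1-GFP cells may account for the higher values. The genes of other biotypes, with a median of at least 1.94, do not decide this. Of them, 6 of 8 overlap protein-coding genes of the stretch and can share reads or transcription with them. Over the wider neighbourhood of 5 Mb, set without the scan, the median of 0.16 speaks against a copy number change of that whole width. It falls under the limit set for single-gene regulation, but 28 neighbours were more than 2-fold higher. The median was 0.11 with library size alone and lay at least 0.15 above that of all genes under every scaling. A single factor per library moves both medians alike, so for those scalings the excess was fixed in advance and does not test normalization. With the authors' gene-specific factors the medians of the neighbours were 0.16 with DMSO and 0.3 with PTL, against 0 and 0.01 over all genes. Regulation of the whole stretch without a change in copy number stays open, since that test needs DNA of the cell lines and was not run.

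The G2/M genes fell with PTL in both lines, with a median of at most -1.01 under every scaling. The scalings tried gave medians over all genes from -0.1 to 0, too alike to test normalization further. The choice among them does not account for the fall. A smaller share of dividing cells and lower transcripts per cell could each give this fall, and both stay open.

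The G2/M genes fell less with PTL in MCF7-DSC1-GFP cells. A single library does not account for it, since the highest camera adjusted p with a library left out was 7.2e-07 at the preset correlation, though the difference itself does not pass with an estimated correlation (adjusted p = 0.59) or with fry (0.057). The scalings tried gave medians of this difference over all genes from -0.01 to 0.02, too alike to test normalization further. The choice among them does not account for the smaller fall, since the median difference of the list was at least 0.51 under every scaling. A weaker response of all genes may be part of it: over 11439 other protein-coding genes the slope of the effect in MCF7-DSC1-GFP on that in MCF7-GFP cells was 0.81, against a ratio of 0.67 for this list, and the limits set for this test leave it undecided. A biological difference between the lines, a lower effective dose and a different share of dead cells all stay open.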

How the results depend on the processing

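With PTL, the numbers of higher and lower genes kept within 1.5 times their value under every alternative, with 403 to 632 higher and 583 to 998 lower in MCF7-DSC1-GFP and 559 to 810 higher and 1026 to 1419 lower in MCF7-GFP cells. The number of genes that differed between the lines varied more. With at least 10 counts in every library, 209 genes were lower with DMSO and 226 with PTL in place of 346 and 357, a setting that tests fewer genes. With only the 4 libraries of the compared groups, 303 were higher and 194 lower with PTL in place of 464 and 357. Without any 1 library the count ranged from 218 to 377 higher and 188 to 418 lower with DMSO, and from 223 to 511 lower with PTL. The number of genes whose PTL effect differed between the lines, 5, was 181 with DESeq2, 506 with no filter, 19 with protein-coding genes only, 0 with library size alone, 0 with the authors' factors and 0 to 652 without any 1 library. The cause was not tested. When a library was left out, the other library of its group was assumed to vary like the other groups.

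The fall of the MCM pathway list with PTL passed under every alternative other than camera with an estimated correlation (adjusted p = 0.13 in MCF7-DSC1-GFP and 0.16 in MCF7-GFP cells), and its difference between the lines with DMSO passed under none. Its difference between the lines with PTL did not pass with the authors' factors (0.081), at least 10 counts in every library (0.05), the 4 libraries (0.057), an estimated correlation (0.38) and fgsea (0.054), and ranged from 0.0066 to 0.18 without any 1 library. Its difference in PTL effect did not pass with library size alone (0.051), the authors' factors (0.069), an estimated correlation (0.59) and fry (0.2), and ranged from 0.0011 to 0.28 without any 1 library. Of 27 lists, 7, 13, 13, 10 and 6 passed for the lines with DMSO, PTL in MCF7-DSC1-GFP cells, PTL in MCF7-GFP cells, the lines with PTL and the difference in PTL effect. With an estimated correlation these were 1, 0, 0, 1 and 0, and with fry 11, 21, 20, 13 and 1. The cause was not tested. The neighbours on chromosome 15 passed at every width, with an estimated correlation too.

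Of 2367 values for the 140 pairs of a named gene and a comparison, 2259 kept their direction and their side of the threshold under the 17 settings, 91 no longer passed, 7 passed only then and 10 turned their sign, all of them small values with PTL. In MCF7-DSC1-GFP cells these were DSC1 (-0.06 with library size alone, -0.23 to 0.3 without any 1 library), MYO5C (-0.06 and 0 to 0.07), SPPL2A (-0.03 and -0.23 to 0.27) and TMOD3 (-0.1 to 0.26 without any 1 library). In MCF7-GFP cells they were MYO5C (0.02) and SPPL2A (0.27) with the authors' factors. The cause was not tested.

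The replicates share only a number, and no source pairs them. With the replicate block, 326 genes were higher and 334 lower between the lines with DMSO, 527 and 818 with PTL in MCF7-DSC1-GFP cells, 723 and 1293 with PTL in MCF7-GFP cells, 445 and 346 between the lines with PTL, and 0 for the difference in PTL effect. The deviations of same-numbered libraries correlated at 0.593 between the PTL groups of the lines, and from -0.313 to 0.068 over the other pairs of groups. Whether a batch shared by PTL libraries of the same number gave the first value was not tested.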

Differences from the paper's values

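Of 60 log2 FC values of Table 1, 57 had the same sign here and 13 differed from the paper's by more than the error of the value, by at most 0.45. The alternatives named below were set before the data were examined, and every value agreed within its error with the authors' factors as offsets. With PTL in MCF7-GFP cells, the paper's value was 0.02 for MYO5C, 0.27 for SPPL2A and 0.49 for MYO5A, against -0.1, -0.18 and 0.32 here, and with PTL in MCF7-DSC1-GFP cells the paper's value was 0.75 for MYO5A against 0.6 here. These 4 values differed under every alternative other than the authors' factors. For SPPL2A with PTL in MCF7-DSC1-GFP cells the paper's value was 0.33 against 0.04 here, and it differed under every alternative other than the authors' factors and without MCF7-DSC1-GFP PTL replicate 1.

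For MYO5C with PTL in MCF7-DSC1-GFP cells the paper's value was 0.12 against 0.03 here. It no longer differed with DESeq2, RLE normalization, the authors' factors, no filter, the 4 libraries of the compared groups, or without a library other than MCF7-DSC1-GFP DMSO replicate 2 and MCF7-DSC1-GFP PTL replicate 1, and still differed under the others. For SLC27A2 between the lines with DMSO the paper's value was 1.74 against 1.9 here. It no longer differed with DESeq2, RLE normalization, library size alone, the authors' factors, at least 10 counts in every library, without MCF7-GFP DMSO replicate 2 and without MCF7-DSC1-GFP DMSO replicate 1, and still differed under the others. For SLC27A2 with PTL in MCF7-GFP cells the paper's value was -1.24 against -1.05 here. It no longer differed with DESeq2, library size alone, the authors' factors, and without MCF7-GFP DMSO replicate 2, MCF7-GFP PTL replicate 1 or MCF7-GFP PTL replicate 2, and still differed under the others.

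For TMOD3 between the lines with DMSO the paper's value was 1.70 against 1.83 here. It no longer differed with DESeq2, RLE normalization, library size alone, the authors' factors, and without either MCF7-GFP DMSO library or MCF7-DSC1-GFP DMSO replicate 1, and still differed under the others. For TMOD3 with PTL in MCF7-DSC1-GFP cells the paper's value was 0.23 against 0.09 here. It no longer differed with DESeq2, RLE normalization, the authors' factors, the 4 libraries of the compared groups, and without any of the 4 DMSO libraries or MCF7-DSC1-GFP PTL replicate 1, and still differed under the others. For FKBP10 with PTL in MCF7-GFP cells the paper's value was -1.44 against -1.3 here. It no longer differed with DESeq2, library size alone, the authors' factors, no filter, and without either MCF7-GFP DMSO library, MCF7-DSC1-GFP DMSO replicate 1 or MCF7-GFP PTL replicate 1, and still differed under the others.

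For LMCD1 with PTL in MCF7-GFP cells the paper's value was 1.59 against 1.49 here, and between the lines with PTL the paper's value was 1.39 against 1.48 here. Both no longer differed with DESeq2, the authors' factors, no filter, the replicate block, the 4 libraries of the compared groups, and without any of the 4 DMSO libraries or MCF7-GFP PTL replicate 2. The second also no longer differed with library size alone and without MCF7-DSC1-GFP PTL replicate 2, and both still differed under the others.

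The paper states that PTL lowered the MCM pathway in DSC1 overexpressing cells and not in the control line. It takes this from enrichment among proteins, which were not analysed here, and with lesser significance among transcripts. Among the transcripts, 13 of 19 genes of the list used here fell in MCF7-DSC1-GFP cells and 15 in MCF7-GFP cells. The difference between the lines had a median of 0.22, towards a smaller fall in MCF7-DSC1-GFP cells (camera adjusted p = 0.023). That call was lost with an estimated correlation (adjusted p = 0.59), with library size alone (0.051), with the authors' factors (0.069), with fry (0.2) and without MCF7-GFP DMSO replicate 2 (0.058), MCF7-DSC1-GFP DMSO replicate 1 (0.07), MCF7-GFP PTL replicate 1 (0.062) or MCF7-DSC1-GFP PTL replicate 1 (0.28), and no single gene of the list passed. The authors' own tests also have 12 genes lower in MCF7-DSC1-GFP and 15 lower in MCF7-GFP cells. The paper's conclusion names the fall of IGFBP5 with PTL, as protein and as transcript, for DSC1 overexpressing cells. Its transcript fell there (-1.03), and it fell by 2.27 in MCF7-GFP cells, with a difference of 1.25 that did not pass (adjusted p = 0.089). That difference passed with DESeq2, no filter and protein-coding genes only. The paper associates DSC1 overexpression with higher expression of genes of DNA replication and the cell cycle, and gives the positive enrichment of the MCM pathway for proteins. Among the transcripts tested here, the MCM pathway list had a median of 0.04 between the lines with DMSO (adjusted p = 0.72), while the 6 proliferation proteins' transcripts had 0.26 (adjusted p = 0.024, and 0.41 with an estimated correlation), a call lost without MCF7-GFP DMSO replicate 1 (0.063). With PTL in both lines the MCM pathway list had a median of 0.19 (adjusted p = 0.033, and 0.38 with an estimated correlation). That call was lost with the authors' factors (0.081), at least 10 counts in every library (0.05), the 4 libraries of the compared groups (0.057), fgsea (0.054) and without MCF7-GFP PTL replicate 1 (0.063) or MCF7-DSC1-GFP PTL replicate 1 (0.18). The paper counts 17157 protein-coding transcripts and 268 lower transcripts between the lines with DMSO, where the authors' own test results hold 17179 and 269.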

Other observations

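In MCF7-GFP cells, PTL lowered 1295 and raised 728 protein-coding genes. The largest increases included the aldehyde dehydrogenase ALDH3A1 (log2 FC = 6.25 ± 0.29, adjusted p = 9e-06 in edgeR), the xenobiotic-metabolizing CYP1A1 (4.73 ± 0.33, adjusted p = 3.6e-05) and the AP-1 subunit FOSL1 (4.00 ± 0.23). The largest decreases included the glucuronosyltransferase UGT2B15 (-4.88 ± 0.33, adjusted p = 3.1e-05) and the amino acid transporter SLC6A14 (-3.76 ± 0.24). All but 1 of the 24 NRF2 targets rose, with thioredoxin reductase TXNRD1 at 2.66 ± 0.12, and 16 of 20 p53 targets rose and 1 fell, or 23 and 17 up and 1 p53 target down adjusted over each list alone. G1/S genes fell for 29 of 30, G2/M genes for 30 of 30 and histones for 14 of 16, the same counts as adjusted over each list alone, with the anillin gene ANLN at -1.83 ± 0.09 and ASPM at -2.14 ± 0.11. Estrogen receptor targets fell for 17 of 25, the same as adjusted over the list alone, with PGR at -2.56 ± 0.13. In the camera test the adjusted p was 1.2e-15 for NRF2 targets, 1.3e-06 for p53 targets, 1.5e-15 for G1/S genes, 1.1e-16 for G2/M genes, 1.4e-06 for histones and 4.5e-06 for estrogen receptor targets. With an estimated correlation it was 0.16, 0.22, 0.22, 0.22, 0.42 and 0.27 in this order.

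Junction genes rose for 11 of 18 in MCF7-GFP cells, or 12 adjusted over the list alone, with CLDN4 at 1.69 ± 0.10, and chaperones of the endoplasmic reticulum for 6 of 17, or 10 adjusted over the list alone, with HYOU1 at 0.66 ± 0.10. Interferon-stimulated genes fell for 7 of 13 and rose for 1, or 8 and 1 adjusted over the list alone, with OAS3 at -2.83 ± 0.14. NF-kB targets rose for 9 of 14 and fell for 2, or 9 and 4 adjusted over the list alone, with BIRC3 at 2.62 ± 0.34, and mitochondrial transcripts fell for 3 of 13, or 2 adjusted over the list alone. The median of the NF-kB targets was 0.73, or -0.15 with DESeq2, where more of them were measured. By camera the adjusted p was 0.00011 for junction genes, 0.0058 for chaperones, 0.027 for interferon-stimulated genes, 0.045 for mitochondrial transcripts and 0.075 for NF-kB targets. With an estimated correlation it was 0.22, 0.46, 0.42 and 0.54 for the called lists. Interferon-stimulated genes lost their call with at least 10 counts in every library (0.085), with the 4 libraries of the compared groups (0.081) and without MCF7-GFP DMSO replicate 1 (0.073). NF-kB targets passed with library size alone (0.037), the authors' factors (0.022) and at least 10 counts in every library (0.04). Mitochondrial transcripts lost their call with library size alone (0.085), protein-coding genes only (0.068), the 4 libraries (0.086), and without MCF7-GFP DMSO replicate 2 (0.11), MCF7-GFP PTL replicate 1 (0.31), MCF7-DSC1-GFP PTL replicate 1 (0.067) or MCF7-DSC1-GFP PTL replicate 2 (0.066).

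Heat shock genes did not move as a group with PTL. In MCF7-DSC1-GFP cells 3 of 19 rose and 4 fell, or 4 and 4 adjusted over the list alone, with the small heat shock protein HSPB8 at 0.90 ± 0.11 and the constitutive chaperone HSPA8 at -0.66 ± 0.10 (camera adjusted p = 0.84). Of 20 ATF4 targets 8 rose and 4 fell, or 9 and 5 adjusted over the list alone, with TRIB3 at 1.20 ± 0.08, DDIT3 at 1.46 ± 0.12 and STC2 at -1.34 ± 0.10 (camera adjusted p = 0.12). Of 21 cholesterol synthesis genes 1 rose and 3 fell, or 1 and 2 adjusted over the list alone, with FDPS at -0.83 ± 0.09, a median of 0.06 and a mean of -0.03 (camera adjusted p = 0.85). The median was -0.01 with library size as the only scaling. Of 22 actin cytoskeleton and YAP targets 2 rose and 6 fell, or 3 and 6 adjusted over the list alone, with tropomyosin TPM1 at -0.52 ± 0.08 (camera adjusted p = 0.67).

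Of the 4 adhesion proteins of the paper, the transcripts of FREM2 and TMOD3 were higher in MCF7-DSC1-GFP cells with DMSO, also when adjusted over the list alone (camera adjusted p = 0.0074, and 0.37 with an estimated correlation). Of the 6 VDR pathway core proteins, no transcript differed between the lines with DMSO in edgeR by either adjustment (the second adjusted over the list alone), at an unadjusted p under 0.05 or in DESeq2, with 0 genes each way (camera adjusted p = 0.61). With PTL in MCF7-DSC1-GFP cells 2 of them fell, or 3 adjusted over the list alone (camera adjusted p = 0.21). Of 22 measured pull-down partners of Table 2, 5 were higher between the lines with DMSO by either adjustment (the second adjusted over the list alone), with the cadherin FAT1 at 1.02 ± 0.10 (adjusted p = 0.00047). Their median was -0.05 and their mean 0.05 (camera adjusted p = 0.61). The study chose these 3 lists on its own samples, so their counts are not independent evidence.

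The 5 copies of the ribosomal RNA gene RNA5-8S that passed with PTL in MCF7-GFP cells cannot be told apart by their reads. Besides chromosome 15, the scan found runs of windows with medians outside the range of random gene orders (-0.45 to 0.49) between the lines with DMSO. The medians given here are over all genes of a run and can lie inside that range. A run on chromosome 2 went from 216081866 to 219575711 with IGFBP5 and IGFBP2 inside (median log2 FC = 0.46, 40 of 46 genes above 0). The others were chromosome 4 from 151670504 to 164384050 (-0.26), chromosome 7 from 1428465 to 4883716 (0.49) and from 7566875 to 33109405 (0.48), chromosome 10 from 74824927 to 86521792 (0.48) and from 102854259 to 113783429 (0.44), chromosome 17 from 49495293 to 56838773 with TOM1L1 inside (0.51) and chromosome 12 from 12611827 to 27695564 (-0.47, 6 of 54 genes above 0). Between the lines with PTL, no run was found on chromosomes 2, 4 and 12, overlapping runs were found again on chromosomes 7, 10, 15 and 17, and others lay on chromosomes 6, 14, 16 and 19. With PTL against DMSO, the run of lower genes that held the most genes lay on chromosome 6 among the histone genes. It went from 24667035 to 28369172 in MCF7-DSC1-GFP cells (75 genes, median -0.97) and from 24171755 to 28616212 in MCF7-GFP cells (83 genes, median -1.54). Runs of lower genes on chromosome X spanned more bases, but each held only 20 genes in MCF7-DSC1-GFP and 25 in MCF7-GFP cells.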
